# *Lysinibacillus sphaericus* exposure impedes *Anopheles dirus*’s oviposition via downregulating *vitellogenin*

**DOI:** 10.1186/s13071-025-06745-8

**Published:** 2025-03-21

**Authors:** Shasha Yu, Zhilong Liu, Jing Wang, Hong Zheng, Shiqian Han, Feifei Zheng, Dan Zheng, Caizhi Zhao, Xin Li, Tingting Liu, Xuesen Yang, Ying Wang

**Keywords:** *Lysinibacillussphaericus*, *Anopheles dirus*, Fecundity, Vitellogenin, Target of rapamycin pathway

## Abstract

**Background:**

Vector control using *Lysinibacillus sphaericus* is an effective strategy for preventing the transmission of mosquito-borne diseases. Our previous study demonstrated that exposure to *L. sphaericus* during the larval stage of *Anopheles dirus* significantly reduced the fecundity of surviving adult mosquitoes. However, the underlying mechanisms driving this reduction remain unclear. Sublethal doses of *L. sphaericus*, often resulting from insufficient or delayed application, can still impact mosquito populations. Therefore, this study aimed to investigate how sublethal doses of *L. sphaericus* inhibit the reproductive capacity of *An. dirus* mosquitoes.

**Methods:**

First, the staining method was used to detect *L. sphaericus* in surviving adult mosquitoes that had been exposed to sublethal doses during the larval stage. Second, adult mosquitoes were fed a sucrose solution containing *L. sphaericus*, and the effects on the reproductive capacity were observed. Third, transcriptome sequencing and qPCR were employed to identify and validate genes associated with oviposition suppression in *An. dirus* following treatment with sublethal doses of *L. sphaericus*. Finally, we assessed the effects of sublethal doses and direct feeding of *L. sphaericus* on vitellogenin (*Vg*) expression and activation of the target of rapamycin (TOR) signaling pathway using qPCR and Western blotting.

**Results:**

Our findings demonstrated that *L. sphaericus* persists in adult *An*. *dirus* mosquitoes that survived larval exposure to sublethal doses. Additionally, feeding adult female mosquitoes with *L. sphaericus* significantly suppressed their oviposition ability. Transcriptome analysis revealed substantial alterations in gene expression profiles among surviving mosquitoes exposed to sublethal doses of *L. sphaericus*. Notably, *L. sphaericus* inhibit lysosomal function and lipid metabolism, which are critical for mosquito physiology. Furthermore, *L. sphaericus* significantly downregulated the Akt-TOR signaling pathway and *Vg* expression in adult mosquitoes.

**Conclusions:**

Exposure *An. dirus* larvae to *L. sphaericus* resulted in the persistence of *L. sphaericus* in surviving adult mosquitoes and significantly suppressed female oviposition by downregulating *Vg* expression via inhibition of lysosomal function and the TOR signaling pathway. This study offers novel insights into the interaction between *L. sphaericus* and its mosquito host and identifies potential molecular targets for controlling mosquito population density by modulating oviposition behavior.

**Graphical Abstract:**

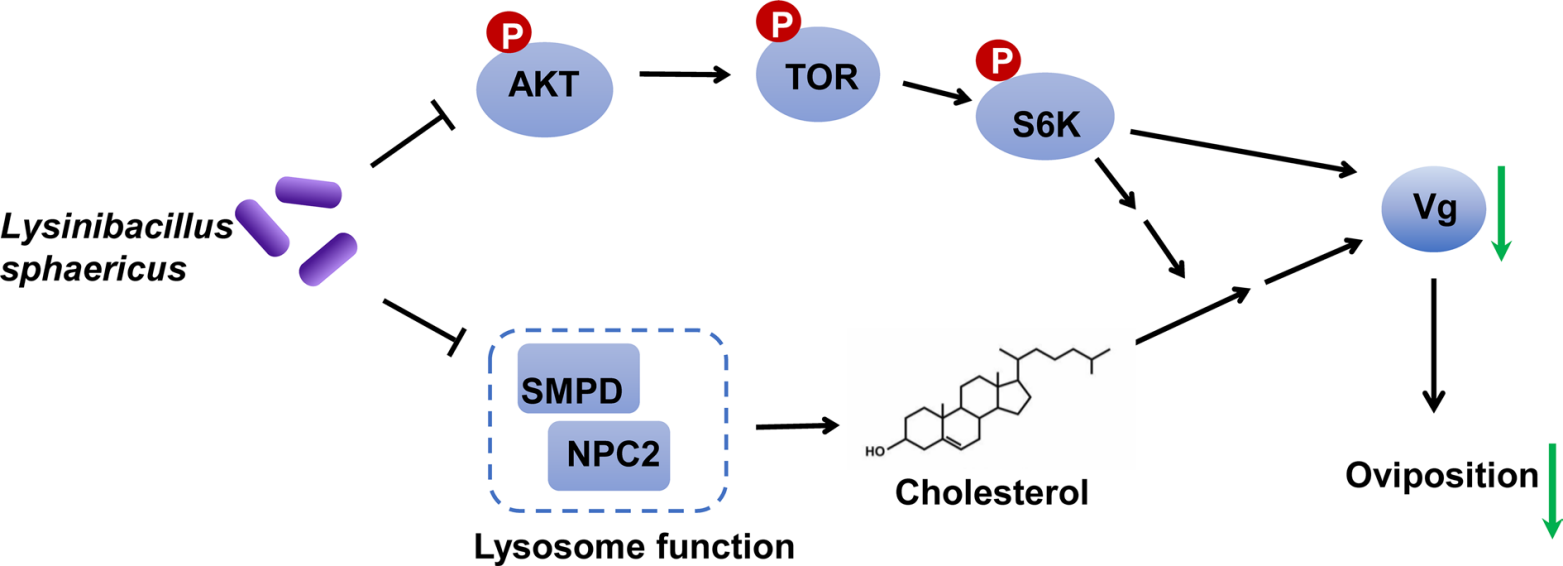

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13071-025-06745-8.

## Background

Mosquitoes are major vectors for a variety of infectious diseases, including malaria, dengue fever, West Nile encephalitis, and Zika fever [1]. The World Health Organization’s 2023 report on malaria highlighted that there were 249 million cases of malaria globally, resulting in approximately 608,000 fatalities [2]. Additionally, the incidence and number of dengue fever cases in epidemic regions worldwide have increased rapidly [3]. These mosquito-borne diseases have become increasingly serious global public health concerns. Although treatments for mosquito-borne infections exist, the lack of effective vaccines limits the overall effectiveness of current interventions [4]. Consequently, insecticides use remains a primary strategy for controlling mosquito populations and reducing disease transmission. However, the emergence and spread of mosquito resistance to chemical insecticides [5, 6] have prompted the adoption of biolarvicides as an important alternative strategy for malaria control [7].

*Lysinibacillus sphaericus* is a highly effective and widely used biological insecticide because of its selective toxicity against mosquitoes, safety for non-target organisms, and environmentally friendly degradation profile [8, 9]. Therefore, the use of *L. sphaericus* has become the primary non-chemical method for controlling mosquito populations in Africa and other regions [10, 11]. However, numerous field studies have reported the practical challenges associated with sublethal doses of *L. sphaericus* [12–14]. These challenges are primarily attributed to (i) human factors, such as inaccurate dosage measurement and poorly calibrated weighing instruments; (ii) biological factors, such as vegetation hindering larval contact with *L. sphaericus*; and (iii) abiotic factors, such as water pH, turbidity, and temperature, which can degrade or alter the activity of *L. sphaericus*. These sublethal doses may reduce the efficiency of *L. sphaericus* and alter the physiological characteristics of surviving mosquitoes, thereby affecting mosquito-borne prevention efforts [10].

Our previous studies demonstrated that exposure of *Anopheles dirus* (*An. dirus*) larvae to *L. sphaericus* significantly reduces oviposition and increases egg retention in surviving adult mosquitoes [15]. However, the underlying mechanisms remain unclear. Several studies have shown that larval exposure to bacteria can alter various biological characteristics of adult mosquitoes, including reproduction, lifespan, and body size. For instance, Mahajan et al. [16] observed shortened wing length in male *Culex pipiens quinquefasciatus* and reduced fecundity capacity in larvae continuously exposed to *Francisella tularensis* LVS. Gowelo et al. [17] noted that larval exposure to *Bacillus thuringiensis* in *Anopheles coluzzii* decreased adult lifespan but increased body size, potentially enhancing reproductive capacity through greater blood absorption. Despite these observations, a comprehensive understanding of how larval bacterial exposure affects adult mosquito reproduction remains elusive.

As anautogenous insects, female *Anopheles* mosquitoes rely on vertebrate blood meals to obtain the nutrients required for ovarian development and egg production. Vitellogenesis, a key process in female reproduction, involves the synthesis of vitellogenin (Vg) by fat body cells, its secretion into the hemolymph, and subsequent uptake by oocytes through receptor-mediated endocytosis to nourish developing eggs [18]. The synthesis of Vg is regulated by various factors, with the amino acid-mediated target of rapamycin (TOR) signaling pathway playing a pivotal role [19, 20]. In this study, we investigated the mechanisms underlying the inhibitory effects of sublethal doses of *L. sphaericus* on the reproductive capacity of *An. dirus*. Unveiling these mechanisms will provide a theoretical basis for the application of *L. sphaericus*, predict mosquito population dynamics and disease outbreaks and offer novel molecular targets for reducing mosquito reproductive potential and controlling population density.

## Methods

### Source of *Lysinibacillus sphaericus* 2362, *Anopheles dirus* Hainan strain, and mice

The *Lysinibacillus sphaericus* 2362 strain, in the form of water-dispersible granules with a titer of 1500 IU/mg, was manufactured and supplied by Hubei Kangxin Agricultural Pharmaceutical Company Co., Ltd. The Hainan strain of *Anopheles dirus* was maintained in our laboratory under controlled conditions for an extended period. These conditions included a simulated circadian rhythm (12 h of darkness followed by 12 h of light) at a temperature of 28 °C and relative humidity ranging from 70 to 80%. Larvae were fed a diet of homemade pork liver yeast powder, while adult mosquitoes were provided with a 10% sucrose solution. Kunming mice (weighing 16–20 g) were obtained from the Laboratory Animal Center of the Army Military Medical University. All animal procedures were conducted in accordance with the guidelines approved by the Laboratory Animal Welfare and Ethics Committee of Army Medical university (approval code: AMUWEC20230233).

### Exposure of An. dirus larvae to sublethal doses of L. sphaericus

We followed a similar methodology as previously described [21], where a sublethal dose of the *L. sphaericus* 2362 strain was administered to third-instar larvae for 48–72 h to simulate field conditions with limited use of *L. sphaericus*, based on the bioassay results. Surviving larvae were allowed to develop into pupae, which were then collected and reared to adulthood under conventional conditions identical to those of the untreated group.

### Determination of L. sphaericus persistence in the surviving adult mosquitoes

The persistence of *L. sphaericus* was assessed to determine its intensity after exposure during the larval stage [22]. Twenty surviving female mosquitoes from each group (control, unprimed at the larval stage, and *L. sphaericus* primed at the larval stage) were anesthetized by cold treatment at 4 °C for 10 min, followed by a 30-s immersion in 70% alcohol to eliminate bacteria on the cuticle. After immersion in alcohol, each adult mosquito was rinsed in sterile water to remove excess alcohol and then homogenized with a biovortexer in 50 μl sterile PBS buffer. Subsequently, 20 μl of the resulting macerate was added to 4 ml Luria-Bertani (LB) containing chloramphenicol and streptomycin sulfate (16 μg/μl). Following incubation at 30 ℃ for 12 h with shaking at 200 rpm, 100 μl from each tube was transferred into individual wells of a 96-microwell plate, and turbidity was measured at OD_650_. Turbidity intensity reflects the population density of bacteria in a culture. Meanwhile, spore staining was used to ascertain the spore morphology and confirm the presence of *L. sphaericus*, using a 5% aqueous solution of Malachite Green and a 0.5% aqueous solution of Safranin.

### Assessment of oviposition capacity in female mosquitoes following ingestion of *L. sphaericus* supplemented sucrose solution

Newly emerged adult mosquitoes were fed a sucrose solution containing *L. sphaericus* at concentrations of 0.015 mg/l, 0.03 mg/l, and 0.06 mg/l. The 0.015 mg/l concentration was used for oviposition assays and subsequent Western blot experiments, while all three concentrations were used for quantitative real-time PCR experiments. Mosquitoes were fed with these solutions for 3 consecutive days. Kunming mice were used for blood feeding of *L. sphaericus*-exposed and control mosquitoes. After a 24-h period following the blood meal, engorged female mosquitoes were separated and maintained individually. Oviposition was observed daily for 10 consecutive days. If eggs were laid, the filter paper within each cup was replaced, and the number of eggs was counted under a stereomicroscope.

### Extraction of RNA from *L. sphaericus*-exposed adults of *An. dirus*

Mosquito larvae were treated with sublethal doses of *L. sphaericus*, and surviving adults were collected and fed blood 3 days after eclosion. Twenty-four hours after blood-feeding, engorged female mosquitoes were separated. Total RNA was extracted from 30 female mosquitoes per group using TRIzol®Reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. The experimental design included two groups: the *L. sphaericus* exposure group (AdLs) and the control group (AdCtrl), with each group comprising three independent biological replicates. RNA quality was determined using a 5300 Bioanalyzer (Agilent, Santa Clara, CA, USA) and quantified using an ND-2000 (NanoDrop Technologies). Only high-quality RNA samples (OD_260/280_ = 1.8–2.2, OD_260/230_ ≥ 2.0, RIN ≥ 6.5, 28S:18S ≥ 1.0, > 1 μg) were used to the construct sequencing library.

### Library preparation and sequencing

The libraries were prepared, and sequencing procedures were carried out by Shanghai Majorbio Bio Pharm Biotechnology Co., Ltd. (Shanghai, China), following the manufacturer’s guidelines provided by Illumina (San Diego, CA, USA). The mosquito RNA-seq transcriptome library was prepared using 1 μg total RNA in conjunction with Illumina’s Stranded mRNA Prep Ligation kit. Messenger RNA was initially isolated through poly(A) selection using oligo (dT) beads, followed by fragmentation in a fragmentation buffer. Subsequently, double-stranded cDNA synthesis was performed using random hexamer primers supplied by Illumina and the SuperScript double-stranded cDNA synthesis kit from Invitrogen (Carlsbad, CA, USA). Adhering to Illumina's library construction guidelines, the synthesized cDNA underwent end-repair, phosphorylation and ‘A’ base addition. Size selection for 300-bp cDNA target fragments was carried out on a 2% low-range ultra-agarose gel, followed by PCR amplification for 15 cycles using Phusion DNA polymerase (NEB). After quantification with the Qubit 4.0 Fluorometer assay, the paired-end RNA-seq library was sequenced on a NovaSeq 6000 sequencer with a read length configuration of 2 × 150 bp.

### Quality control and read mapping

Raw paired-end reads were subjected to trimming and quality control using Fastp [23] with default parameters. Subsequently, the clean reads were individually aligned to a reference genome in orientation mode using HISAT2 software [24]. The mapped reads from each sample were then assembled using StringTie [25] with a reference-based approach.

### Differential expression analysis and functional enrichment

To identify differentially expressed genes (DEGs) between the *L. sphaericus* exposure group (AdLs) and the control group (AdCtrl), the expression level of each transcript was calculated using the transcripts per million reads (TPM) approach. The quantification of gene abundance was performed using RSEM (http://deweylab.biostat.wisc.edu/rsem/) [26]. The DEGseq [27] tool was utilized for differential expression analysis. DEGs with |log_2_ (foldchange)| ≧ 1 or a false discovery rate (FDR) ≤ 0.001 were considered significantly differentially expressed. Subsequently, a functional enrichment analysis was performed using Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways to identify significantly enriched DEGs in GO terms and metabolic pathways with an adjusted *P*-value ≤ 0.05 compared to the entire transcriptome background. GO functional enrichment and KEGG pathway analysis were conducted using Goatools (https://github.com/ tanghaibao/Goatools) and KOBAS (http://kobas.cbi.pku.edu.cn/ home.do) [28], respectively. The functional implications of mRNA alterations were characterized using RNA-seq, and a Gene Set Enrichment Analysis (GSEA) was performed utilizing the GSEA software.

### Real-time quantitative PCR

Real-time quantitative PCR (qPCR) analysis was carried out to assess the transcriptional activity of crucial fertility-associated genes in *An. dirus*, including *vitellogenin* (Ad*Vg*), *target of rapamycin* (Ad*TOR*), *Sphingomyelin phosphodiesterase* (Ad*SMPD*), and *Niemann-Pick C2* (Ad*NPC2*) genes. The internal control for normalization was the *An. Dirus*' conserved S7 gene. Each 20 μl qPCR reaction comprised 0.8 μl of each primer at a concentration of 10 μM, 10 μl KAPA SYBR® FAST qPCR Kit Master Mix 2 × Universal (KAPA Biosystems, USA), 7.9 μl distilled water, and 0.5 μl synthesized cDNA. The qPCR process was executed on a Bio-Rad CFX96 Touch™ real-time PCR system with a 96-well reaction plate. The thermal cycling conditions for SYBR Green-based quantification involved an initial denaturation at 95 °C for 3 min and then 40 cycles of 95 °C for 3 s and 60 °C for 30 s. Subsequently, a melt curve analysis was conducted, gradually increasing the temperature from 65 to 95 °C at 0.5 °C increments every 5 s. Relative gene expression levels, normalized against ribosomal S7 RNA, were calculated using the 2^−ΔΔCT^ approach. The primers used are listed in Table S1 (see Additional file 1).

### Western blot

Proteins were extracted from 20 engorged mosquitoes per group using Western Blotting and Immunoprecipitation Cell Lysate kit (Beyotime, Shanghai, China), strictly following the manufacturer's guidelines for protein isolation. Subsequently, protein extracts were electrophoresed through 10% sodium dodecyl sulfate–polyacrylamide gels and transferred onto PVDF membranes. The membranes were blocked with 5% non-fat milk for 1 h, followed by overnight incubation with primary antibodies (diluted 1:1000) targeting pivotal fertility-related mosquito proteins, including Vg, AKT, TOR, phosphorylated AKT (p-AKT), and phosphorylated TOR (p-TOR), which serve as markers for TOR activity [29, 30]. Simultaneously, β-actin was used as a control protein and incubated at 4 °C. After three consecutive washes in TBST for 10 min each time, the membranes were treated with a secondary anti-rabbit antibody at room temperature for 1 h. Subsequently, the membranes underwent another round of washing before being imaged using the ChemiDOC^TM^MP Imaging System (BIO-RAD). The signal intensity was quantitatively assessed using ImageJ software.

### Statistical analysis

All statistical analyses were performed using IBM SPSS Statistic version 19.0 (SPSS Corp., Armonk, NY, USA). The Chi-square test [31] was applied to compare oviposition rates. Student’s t-test was employed to compare the control and experimental groups, while the Mann-Whitney *U*-test was used for non-normal distribution data in comparing egg counts between the experimental and control groups. One-way analysis of variance (ANOVA) was utilized to analyze differences among three or more groups. Statistical significance was set at *P* < 0.05.

## Results

### Presence of *Lysinibacillus sphaericus* in surviving adult mosquitoes post-sublethal dose exposure

Our previous research demonstrated that exposure to *L. sphaericus* during the larval stage of *An. dirus* significantly diminished adult mosquito oviposition while increasing egg retention in their bodies [15]. To further investigate this mechanism, we conducted quantitative experiments on bacterial concentrations and staining assays to detect the persistence of *L. sphaericus* in surviving adults. Our results revealed a significantly higher optical density at 650 nm (OD_650_) for bacterial concentrations in the primed larval stage (Pr) group compared to the unprimed larval stage (UPr) group (Fig. 1A), indicating a greater abundance of bacteria in the Pr group (ANOVA, *F*_(2, 6)_ = 278.0, *P* < 0.0001). Additionally, spore staining revealed a similar morphology between bacteria isolated from the Pr group and the pure *L. sphaericus* strain, unlike in the UPr group (Fig. 1B). These findings suggest that *L. sphaericus* may exhibit long-term colonization in adult mosquitoes when *An. dirus* larvae are exposed to *L. sphaericus*.

**Fig. 1:**
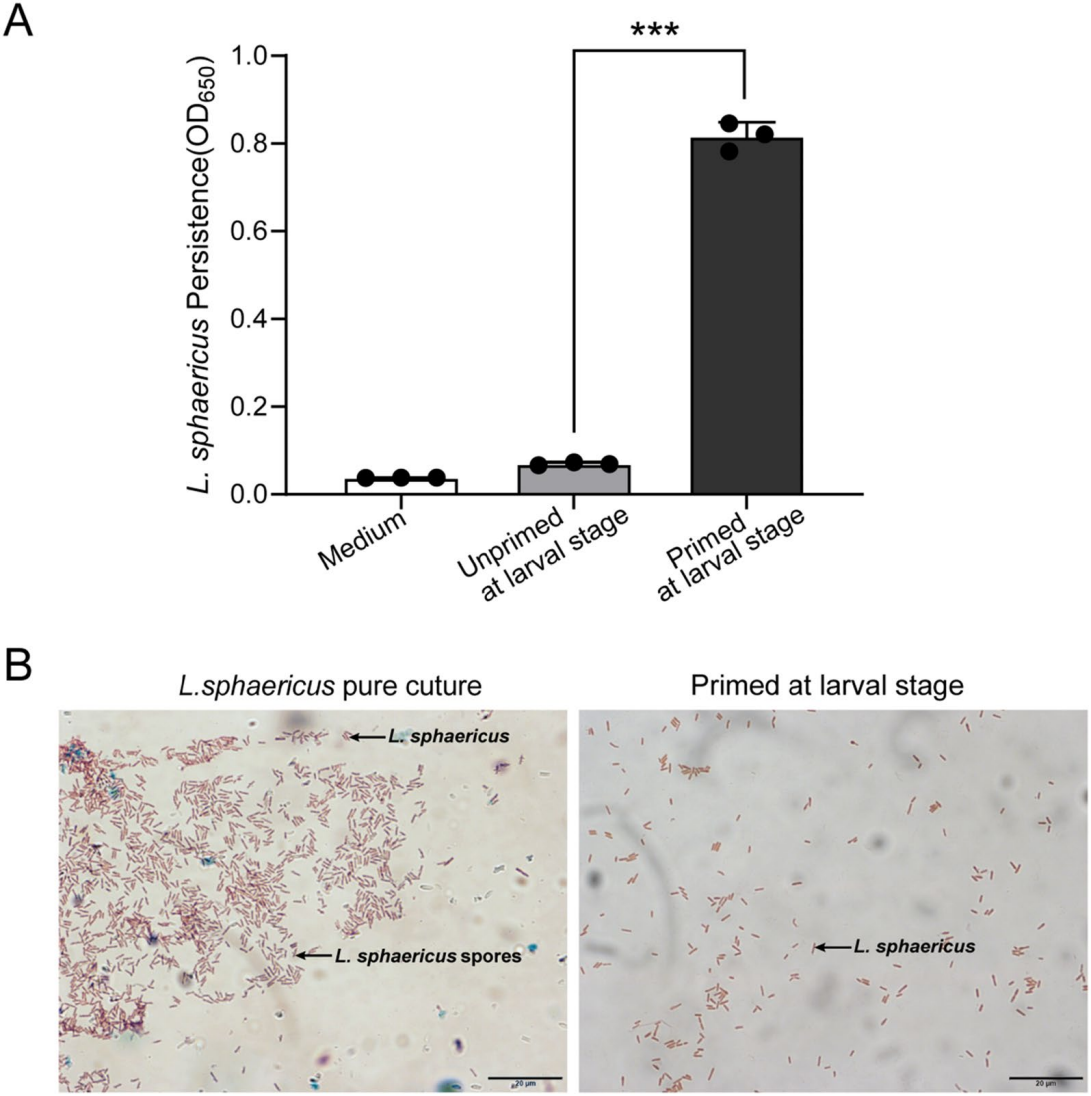
Evaluation of *Lysinibacillus sphaericus* persistence in adult female *Anopheles dirus* following larval exposure. **A** Persistence of *L. sphaericus* is indicated by the turbidity intensity of bacterial cultures in LB medium, quantified by measuring the optical density at 650 nm (OD_650_). ***Significant difference in OD_650_ values between unprimed (UPr) and primed (Pr) female mosquitoes at the larval stage. Each group consisted of 20 females. **B** Microscopic view of spore staining. The scale bar represents 20 μm

### Effect of direct feeding of *L. sphaericus* on oviposition in adult *An. dirus*

To assess the effect of *L. sphaericus* on the oviposition ability of adult *An. dirus*, newly emerged mosquitoes were allowed to feed on a sucrose solution containing *L. sphaericus* for at least 3 consecutive days. Consistent with our previous findings, the number of eggs laid by females subjected to direct *L. sphaericus* feeding (AdLsF) was significantly reduced compared to the control group (Mann-Whitney U-test, *U* = 199.5, *Z* = − 5.061, *P* < 0.0001). Furthermore, the oviposition rate among AdLsF adults, at 75.00%, was markedly lower than the control group’s rate of 94.44% (Chi-square test, *χ*^*2*^ = 5.258, df = 1, *P* = 0.022 < 0.05) (Fig. 2). These results indicate that the presence of *L. sphaericus* in adult mosquitoes significantly hinders the oviposition capability of female *An. dirus*.

**Fig. 2:**
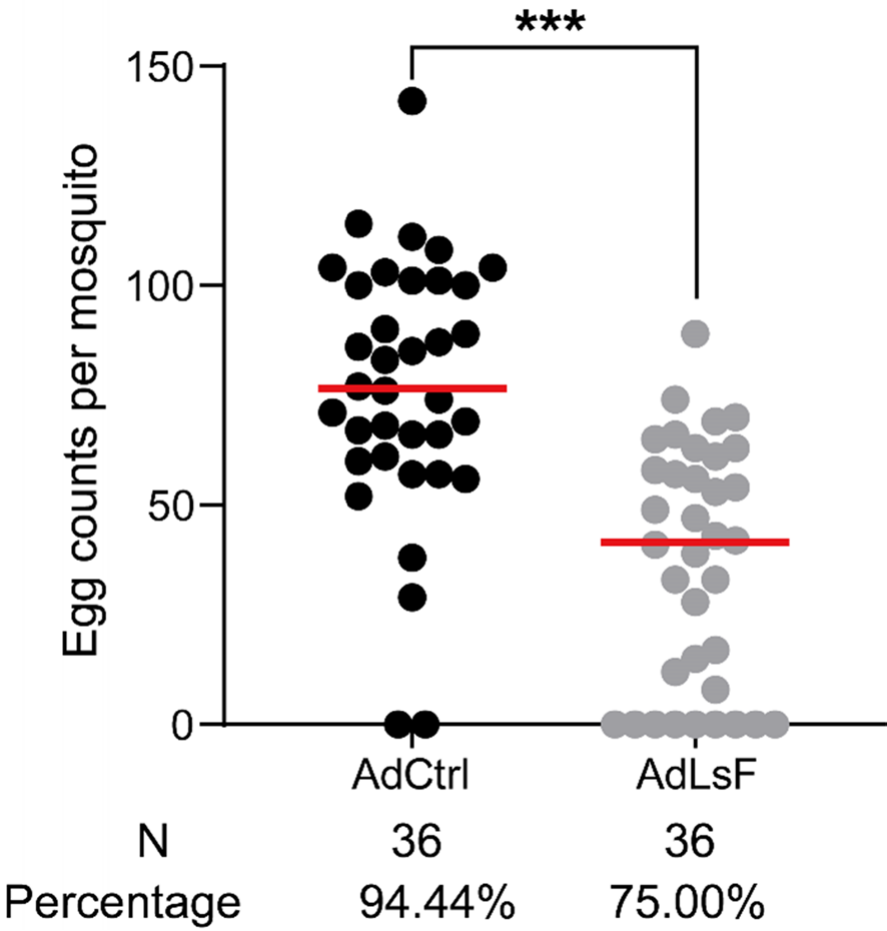
Egg counts comparison between control and AdLsF mosquitoes. The figure shows a significant reduction in the number of eggs laid by females subjected to direct feeding of *Lysinibacillus sphaericus* (AdLsF) compared to the control (AdCtrl) group. ***Statistically significant difference in egg counts between the control and AdLsF adults (*P* < 0.001)

### Transcriptomic analysis of adult *An*. *dirus* with larval exposure to *L*. *sphaericus*

To explore the potential molecular mechanisms underlying the inhibition of fecundity in surviving adult *An. dirus* mosquitoes exposed to *L. sphaericus* during the larval stage, we focused on transcriptional changes occurring 24 h after blood feeding. This approach allowed us to compare gene expression profiles between the control and *L. sphaericus*-exposed groups, providing insights into the biological pathways affected by *L. sphaericus* exposure. 

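RNA from whole *An. dirus* females was sequenced in 3 AdLs24h and 3 AdCtrl24h samples, all taken 24 h after a blood meal given 3 days after eclosion. AdLs24h females had survived a sublethal dose of *L. sphaericus*, a spore-forming bacterium that kills mosquito larvae, whereas AdCtrl24h females came from unexposed larvae. The paper gives larval instar 3 and an exposure of 48 to 72 h, and the sample labels give the early larval instar 4. The paper gives 30 females per group and describes 3 independent biological replicates, and the labels describe a pool of 30 mosquitoes. The paper and the labels also name different Illumina library kits, and the labels use the older name *Bacillus sphaericus* for the exposed group. The authors trimmed the reads with Fastp, aligned them with HISAT2, assembled them with StringTie and quantified abundance with RSEM as TPM, a share of all transcripts in a library scaled to a total of 1000000. The deposited table gives values for 13250 gene IDs in 13498 rows, and the 173 IDs with several rows, which look like 1 row per transcript, were summed. The table names no unit, so the values were read as TPM from the methods. They summed to 497690 to 520670 in AdLs24h libraries and to 511952 to 524312 in AdCtrl24h libraries, so that, if they are TPM, 47.6% to 50.2% of each library's total lay in transcripts that the table does not list. TPM keeps no read depth. The mapped reads given in Table S2, which are the paper's values, were 37973221 to 44192035 in AdLs24h and 41782107 to 44909404 in AdCtrl24h. Groups were compared with limma on log2(TPM + 1) for the 6315 IDs with a mean of at least 1 TPM, and a fold change on this scale understates the change of IDs with low values. The files do not pair the IDs with gene names, so genes are given by ID.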

The six samples yielded a total of 3.03 × 10^8^ raw reads (RR). Further details on the quality assessment and sequencing metrics are provided in Table S2 (see Additional file 2). 

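Of the listed gene IDs, 10210 were above 0 in at least 1 of the 6 libraries and 3040 were listed at 0 in every library. Between 8332 and 8472 IDs were above 0 in each AdLs24h library, and between 8414 and 8448 in each AdCtrl24h library. At least 1 TPM was reached by 6147 to 6289 IDs per AdLs24h library and by 6196 to 6248 IDs per AdCtrl24h library. The ranges of the groups overlapped for both measures. The 10 IDs with the highest values held 15.6% to 16.0% of the listed TPM in AdLs24h libraries and 15.5% to 16.2% in AdCtrl24h libraries. Of the 6315 tested IDs, 2604 had a mean of 1 to 10 TPM, 3122 a mean of 10 to 100 TPM and 589 a mean of 100 TPM or more. A value of 0 in at least 1 library was listed for 383 of the tested IDs.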

A total of 11,411 genes were obtained through sequencing, and gene expression levels were normalized using TPM (transcripts per million) values. The distribution of expression levels in each sample is illustrated in Fig. S1 (see Additional file 3).

By comparing gene expression profiles, we observed that the transcriptional patterns between the two groups were markedly distinct (Fig. 3A). This analysis led to the identification of 458 differentially expressed genes. Specifically, 318 genes exhibited upregulation, while 140 genes showed downregulation following larval exposure to *L. sphaericus*, with the criteria set as |log_2_ (fold change)|≥ 0.585 and *P*-value < 0.05 (Fig. 3B, Additional file 4: Fig. S2). Furthermore, the functional enrichment analysis of these differentially expressed genes was primarily centered on metabolic and cellular processes and biological regulation (Fig. 3C). 

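The groups lay on opposite sides of the first principal component (PC1) of log2(TPM + 1) over the tested IDs, which held 32.9% of the variance. The AdLs24h libraries had PC1 scores of 2.70, 11.0 and 30.9 for replicates 1, 2 and 3, and the AdCtrl24h libraries had scores of -6.61, -21.4 and -16.5. The mean score was 14.9 ± 14.5 (SD, n = 3) in AdLs24h and -14.9 ± 7.56 (SD, n = 3) in AdCtrl24h (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The second component held 19.4% of the variance, and the scores of the groups overlapped on it, at 23.9, -19.3 and 0.582 in AdLs24h and -0.903, -10.6 and 6.33 in AdCtrl24h. The root mean square log2 difference between libraries was 0.58 to 0.62 within AdLs24h, 0.52 to 0.55 within AdCtrl24h and 0.56 to 0.71 between the groups. The library nearest to AdLs24h replicate 1 and to AdLs24h replicate 2 was AdCtrl24h replicate 1 (0.56 and 0.57), whereas AdLs24h replicate 3 lay nearest to AdLs24h replicate 2 (0.59). The GC content of the clean reads in Table S2, which is the paper's measurement, also separated the groups, at 51.64%, 51.83% and 50.87% in AdLs24h replicates 1, 2 and 3 and 52.05%, 52.65% and 52.5% in the AdCtrl24h replicates.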

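ADIR002597 was at 66.2 ± 0.193 TPM in AdLs24h and 38.0 ± 2.39 TPM in AdCtrl24h (SD, n = 3 each), which is 1.75 times higher after larval exposure. Its log2 fold change was 0.79 (standard error 0.062, adjusted p = 0.0342 from limma). ADIR000303 was at 39.0 ± 1.62 TPM in AdLs24h and 22.3 ± 0.801 TPM in AdCtrl24h (SD, n = 3 each), also 1.75 times higher, with a log2 fold change of 0.78 (standard error 0.060, adjusted p = 0.0342 from limma). ADIR011717 was lower in AdLs24h, where it was listed at 0.59, 0 and 0.69 TPM, against 6.84, 7.25 and 6.91 TPM in AdCtrl24h (adjusted p = 0.0450 from limma). ADIR008682 was listed at 0 in all 3 AdLs24h libraries and at 5.03, 3.41 and 3.71 TPM in AdCtrl24h (adjusted p = 0.0450 from limma). It is 1 of 7 IDs listed at 0 throughout 1 group and at 1 TPM or more throughout the other, and the 9 other ways to split the 6 libraries gave 3 to 8 such IDs. At an adjusted p under 0.05, limma called 4 IDs higher and 2 lower in AdLs24h. The thresholds of the results section were an unadjusted p under 0.05 and a log2 fold change of at least 0.585 in either direction. At these, 247 IDs passed, 124 higher and 123 lower. In 1 run of simulated data with no change, 98 of 6315 IDs passed. Each ID was drawn independently there, so variation that the IDs of a library share was left out. The 9 other splits of the libraries into 3 and 3 gave 69 to 162. Without AdLs24h replicate 1 the lower IDs numbered 192, and with a pseudocount of 0.1 and no filter on low values, a setting chosen after the data were seen, 468 IDs passed, 248 higher and 220 lower. Of the 247 IDs, 45 were higher and 45 lower by a log2 fold change of at least 1. By mean expression, 73 higher and 74 lower IDs lay at 1 to 10 TPM, 45 higher and 36 lower at 10 to 100 TPM, and 6 higher and 13 lower at 100 TPM or more. The libraries of the groups did not overlap for 631 IDs that were higher and 595 that were lower in AdLs24h, together 19.4% of the tested IDs. For 3 libraries against 3, 10% is the average over all splits. IDs of a library can vary together, so a single split can lie away from 10%. The share in the other splits was not counted, so how unusual 19.4% is was not tested. Leaving out AdCtrl24h replicate 1, AdLs24h replicate 1 or AdLs24h replicate 2 left 3, 5 and 1 IDs past an adjusted p of 0.05, and leaving out AdCtrl24h replicate 2, AdCtrl24h replicate 3 or AdLs24h replicate 3 left 0 by limma (477, 529 and 584 IDs at an unadjusted p under 0.05), with 0 of the 6 IDs called from all libraries kept in any of these fits. Each of the 4 named IDs also lost its call with no filter on low values and 10210 IDs tested. The adjusted p from limma was 0.0517 for ADIR002597, ADIR000303 and ADIR008682 and 0.0851 for ADIR011717. The filter cannot change the folds. With the replicate number as a block the 4 calls ended too. The adjusted p from limma was 0.303 for ADIR002597 and ADIR000303 and 0.320 for ADIR011717 and ADIR008682. This balanced block cannot change the folds either. The 4 calls also ended with the GC content of the reads as a covariate. The log2 fold changes of ADIR002597, ADIR000303 and ADIR011717 were then 0.82, 0.66 and -2.91. ADIR011717 and ADIR008682 lost their calls with a pseudocount of 0.1 (adjusted p = 0.234 and 0.0925 from limma), where the fitted folds of both were larger (-4.23 against -2.52 for ADIR011717). Without limma's trend and robust options, ADIR002597, ADIR000303 and ADIR011717 lost theirs (adjusted p = 0.0704 from limma for each). All 4 kept their calls with rows kept apart (adjusted p = 0.0352 to 0.0468 from limma) and with median ratio scaling (0.0461 for each). Both of these settings were chosen after the data were seen. Over all alternative settings the adjusted p from limma was 0.0261 to 0.507 for ADIR002597 and ADIR000303, 0.0461 to 0.507 for ADIR011717 and 0.0257 to 0.519 for ADIR008682.

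**Figure D1:**
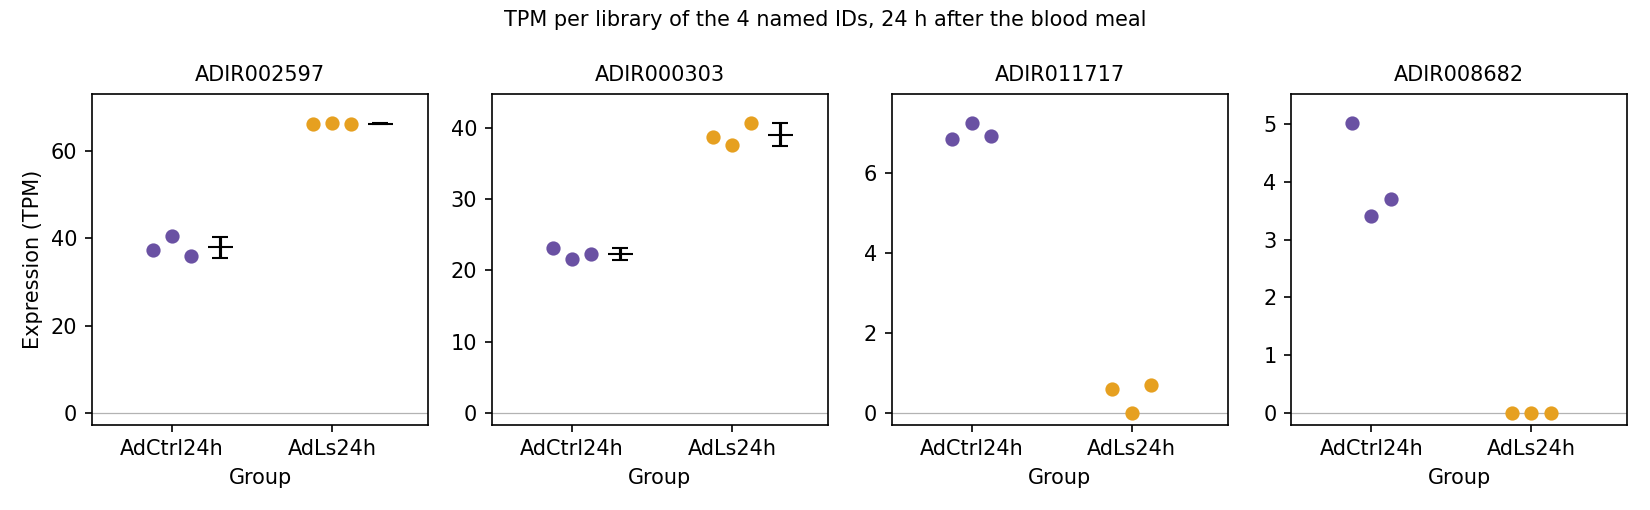
Expression in TPM (vertical axis) of ADIR002597, ADIR000303, ADIR011717 and ADIR008682 in the AdCtrl24h and AdLs24h groups (horizontal axis). Each point is 1 library, and the black marks give the mean and SD of 3 libraries for the IDs with no value of 0; the AdLs24h libraries lie above all AdCtrl24h libraries for ADIR002597 and ADIR000303 and below them for ADIR011717 and ADIR008682.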

Significantly upregulated genes in the *L. sphaericus* exposure group were enriched in processes related to phototransduction (map04745), neuroactive ligand-receptor interactions (map04080), and terpenoid backbone biosynthesis (map00900). Conversely, significantly downregulated genes were enriched in processes associated with lysosomes (map04142), fatty acid degradation (map00071), and glycosphingolipid biosynthesis (map00603). Notably, both up- and downregulated gene sets were enriched in insect hormone biosynthesis (map00981) (Fig. 3D). The GSEA analysis revealed significant changes in the lysosome pathway (Path Map04142) in response to larval exposure to *L. sphaericus*. The Normalized Enrichment Score (NES) for this pathway was 1.45, with a *P*-value of 0.01 and an adjusted *P*-value also at 0.01, indicating a statistically significant enrichment (Fig. 3E). This suggests that larval exposure to *L. sphaericus* has a notable impact on lysosomal function. Furthermore, the qPCR results confirmed the suppression of lysosomal function-related genes in the *L. sphaericus* exposure group compared to the control. Specifically, the mRNA expression levels of *NPC2* and *SMPD* were significantly reduced in the *L. sphaericus* exposure group, as shown in Fig. 3F. 

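Fig. 3E prints the gene IDs ADIR003464 and ADIR011452 beside the curve of the lysosome pathway, and both had lower values in every AdLs24h library than in any AdCtrl24h library. That figure was drawn from these same libraries, so the values of the 2 IDs are no separate check of the pathway result. ADIR003464 was at 451 ± 106 TPM in AdLs24h and 859.7 ± 146 TPM in AdCtrl24h (SD, n = 3 each), 1.91 times higher in the control group. Its log2 fold change was -0.94 (standard error 0.20, adjusted p = 0.234 from limma). ADIR011452 was at 243 ± 45.8 TPM in AdLs24h and 358 ± 32.3 TPM in AdCtrl24h (SD, n = 3 each), 1.47 times higher in the control group, with a log2 fold change of -0.57 (standard error 0.15, adjusted p = 0.289 from limma). Neither ID passed the test after adjustment over the 6315 tested IDs. Ranked by limma's statistic from the most strongly lower ID, ADIR003464 stood at 32 and ADIR011452 at 83 of these IDs. The unadjusted p was 0.00313 for ADIR003464 and 0.0095 for ADIR011452 from limma. ADIR011452 missed the fold change threshold of 0.585 with all libraries. It reached the threshold without AdCtrl24h replicate 1 (-0.64), AdLs24h replicate 1 (-0.68) or AdLs24h replicate 3 (-0.62). It missed it without AdCtrl24h replicate 2 (-0.52), AdCtrl24h replicate 3 (-0.54) or AdLs24h replicate 2 (-0.41). With GC content of the reads as a covariate its log2 fold change was -0.65, with a larger standard error of 0.28 (adjusted p = 0.717 from limma). An exact two-sided permutation test gave p = 0.1 for each of the 2 IDs, the smallest p that 3 libraries against 3 allow. The other members of the pathway were not analysed here, because the files do not pair gene IDs with names. The paper also reports the lysosome pathway among those enriched in its downregulated genes. From the enrichment score of the whole pathway, it proposes an effect of larval exposure on lysosomal function, which it then followed with qPCR of *NPC2* and *SMPD*.

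**Figure D2:**
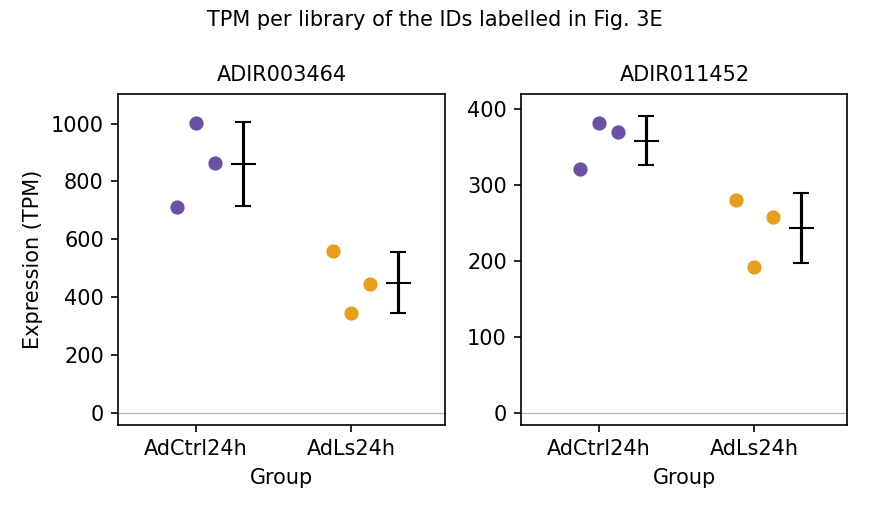
Expression in TPM (vertical axis) of ADIR003464 and ADIR011452 in the AdCtrl24h and AdLs24h groups (horizontal axis). Each point is 1 library and the black marks give the mean and SD of 3 libraries; the AdLs24h libraries lie below all AdCtrl24h libraries for both IDs.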

The *P*-values for *NPC2* and *SMPD* were both < 0.001, indicating a highly significant downregulation. Specifically, the t-test results for *NPC2* showed *t*_(4)_ = 88.81, *P* < 0.001, and for *SMPD*, *t*_(4)_ = 55.44, *P* < 0.001. These findings are consistent with the GSEA results and further support the conclusion that larval exposure to *L. sphaericus* affects lysosomal function.

**Fig. 3:**
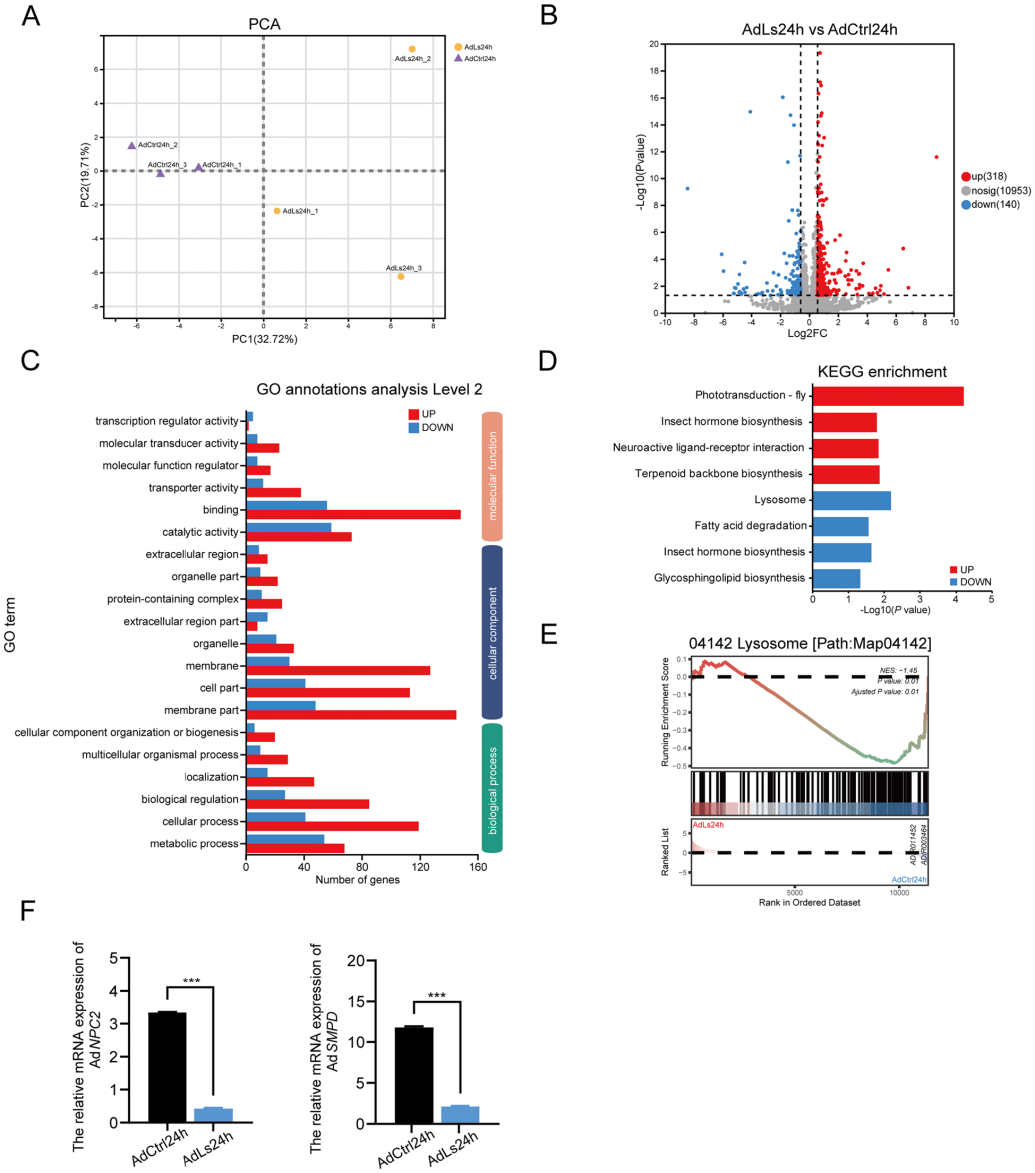
Transcriptome sequencing analysis of adult *Anopheles dirus* with larval exposure to *Lysinibacillus sphaericus*. AdLs24h: Adult *An. dirus* exposure to *L. sphaericus* during larval stage, sampled 24 h post-blood meal (PBM); AdCtrl24h: Unexposed adult *An. dirus*, sampled 24 h PBM. **A** Principal Component Analysis (PCA) illustrates sample similarity, with proximity indicating higher similarity. The horizontal axis (PC1) and vertical axis (PC2) represent the principal components' contributions to sample discrimination. **B** Volcano plot showing differentially expressed genes between the AdLs24h and AdCtrl24h groups. **C** Gene Ontology (GO) functional enrichment analysis of differentially expressed genes. **D** KEGG Pathway Enrichment Plot indicating significantly enriched pathways in the AdLs24h group, with blue for downregulated and red for upregulated genes. **E** Gene Set Enrichment Analysis (GSEA) for the lysosome pathway, demonstrating significant enrichment in the AdLs24h group (NES = 1.45, *P*-value = 0.01, adjusted *P*-value = 0.01). **F** mRNA expression levels of Ad*NPC2* and Ad*SMPD* at 24 h PBM. ***Significant differences (*P* < 0.001) between AdLs24h and AdCtrl24h groups

### Role of Vg and TOR signaling pathway in *L*. *sphaericus*-induced inhibition of oviposition in *An*. *dirus*

We initially evaluated the transcription and protein levels of vitellogenin (Vg) in surviving female adults treated with sublethal doses of *L. sphaericus* during the larval stage using qPCR and Western blotting techniques. Exposure to *L. sphaericus* significantly inhibited Ad*Vg* expression in female mosquitoes, as shown in Fig. 4A and B. Specifically, qPCR revealed a significant decrease in Ad*Vg* mRNA levels in *L. sphaericus*-exposed group (AdLs) mosquitoes at both 0 h (t-test, *t*_(4)_ = 4.85, *P* = 0.008) and 24 h (*t*_(4)_ = 5.93, *P* = 0.004) post-blood meal (PBM). Correspondingly, Western blot analysis showed a suppressed level of Vg protein at 24 h PBM in surviving female mosquitoes (*t*_(4)_ = 10.54, *P* = 0.0005).

**Fig. 4:**
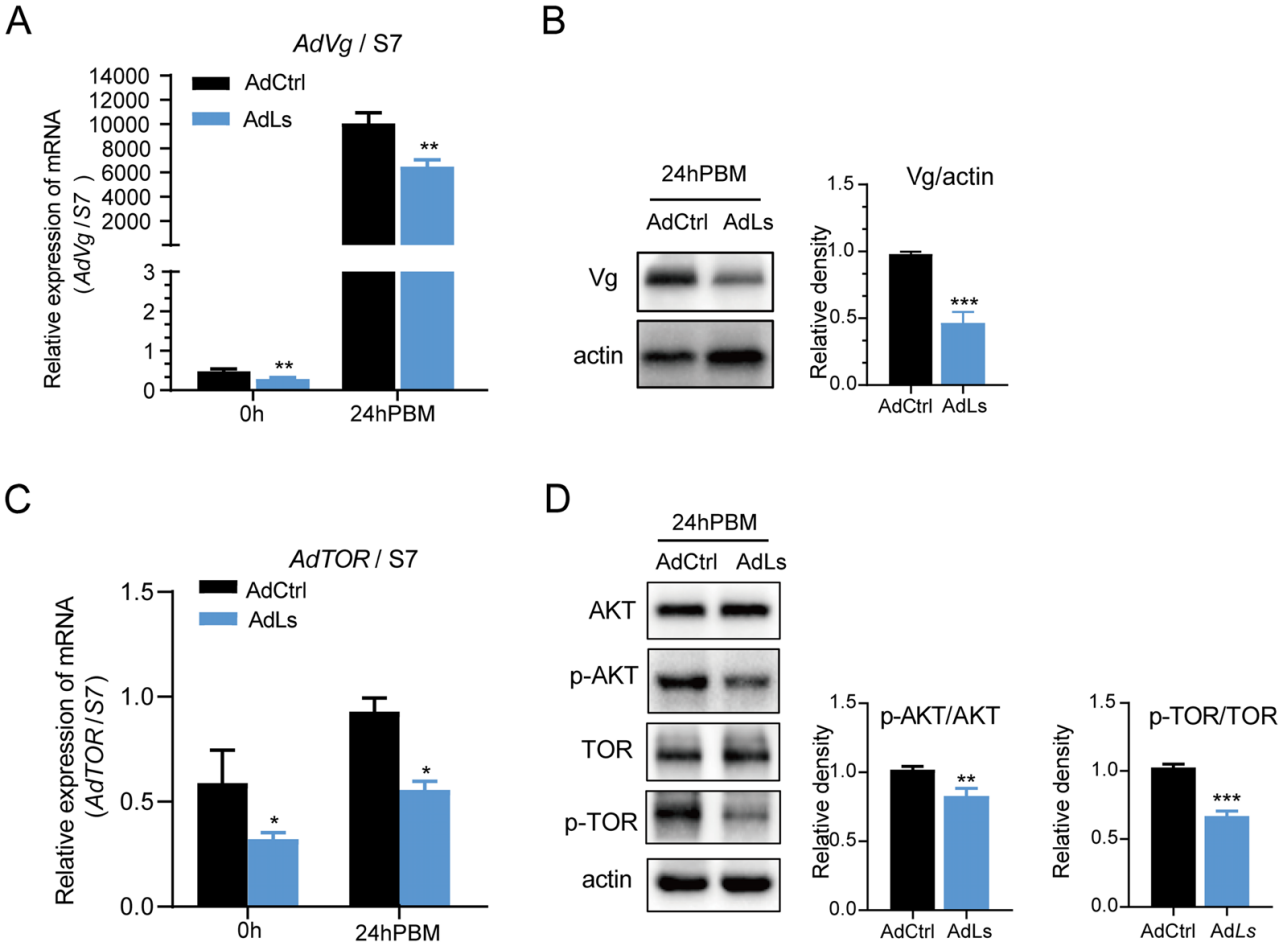
Effects of *Lysinibacillus sphaericus* exposure on gene and protein expression levels in *Anopheles dirus*. AdLs: Adult *An. dirus* exposure to *L. sphaericus* during larval stage; AdCtrl: unexposed adult *An. dirus*. **A** Real-time quantitative PCR analysis showing Ad*Vg* mRNA levels in female mosquitoes at 0 h and 24 h post-blood meal (PBM). **B** Western blot analysis displaying Vg protein levels in female mosquitoes at 24 h PBM. **C** Real-time quantitative PCR analysis of Ad*TOR* mRNA levels in female mosquitoes at 0 h and 24 h PBM. **D** Western blot analysis of AKT and TOR phosphorylation levels in female mosquitoes at 24 h PBM. Asterisks denote statistical significance: ***P < 0.001, **P < 0.01, *P < 0.05

To further investigate the potential mechanisms underlying the downregulation of Ad*Vg* expression, we examined the activation of the TOR signaling pathway, which is known to regulate vitellogenesis. The results, depicted in Fig. 4C and D, indicated that the activation of the TOR signaling pathway was also suppressed in *L. sphaericus*-exposed (AdLs) mosquitoes. Real-time quantitative PCR analysis showed a significant decrease in Ad*TOR* mRNA levels at both 0 h (*t*_(4)_ = 2.905, *P* = 0.04) and 24 h (*t*_(4)_ = 8.428, *P* = 0.01) PBM. Western blot analysis further confirmed the inhibition of AKT and TOR phosphorylation levels in *L. sphaericus*-exposed (AdLs) adults, with *P*-values of 0.0053 (*t*_(4)_ = 5.512) and 0.0002 (*t*_(4)_ = 13.93), respectively. These findings demonstrate that larval exposure to *L. sphaericus* leads to significant downregulation of vitellogenin expression and inhibition of the TOR signaling pathway, which are likely contributing factors to the observed reduction in oviposition ability.

To further substantiate the impact of *L. sphaericus* on the ovipositional capacity of *An. dirus*, we incorporated different concentrations of *L. sphaericus* into a sucrose solution for direct feeding of adult *Anopheles* mosquitoes and subsequently evaluated Ad*Vg* expression levels. The findings indicated that direct feeding of *L. sphaericus* (AdLsF) significantly reduced Ad*Vg* mRNA levels in adult mosquitoes fed with sucrose solutions containing *L. sphaericus* at concentrations of 0.015 mg/l (ANOVA, *F*_(3, 8)_ = 229.457, *P* < 0.001), 0.03 mg/l (*F*_(3, 8)_ = 229.457, *P* < 0.001), and 0.06 mg/l (*F*_(3, 8)_ = 229.457, *P* < 0.001) (Fig. 5A). Correspondingly, Vg protein levels were decreased at 24 h post-blood meal (PBM) in female mosquitoes fed with the lowest concentration of *L. sphaericus* (0.015 mg/l, *t*_(4)_ = 2.947, *P* = 0.0421) (Fig. 5B). Additionally, the activation of the TOR signaling pathway was assessed, revealing significant inhibition of Ad*TOR* mRNA levels upon direct feeding of *L. sphaericus* at concentrations of 0.015 mg/l (ANOVA, *F*_(3, 8)_ = 42.956, *P* < 0.001), 0.03 mg/l (*F*_(3, 8)_ = 42.956, *P* < 0.001), and 0.06 mg/l (*F*_(3, 8)_ = 42.956, *P* < 0.001) (Fig. 5C). Furthermore, phosphorylation levels of AKT and TOR were notably decreased (Fig. 5D), with *P*-values of 0.0007 (*t*_(4)_ = 9.605) and 0.0041 (*t*_(4)_ = 5.920), respectively, indicating a statistically significant inhibition. These results demonstrate that ingestion of *L. sphaericus* at various concentrations leads to a downregulation of *Vg* expression and a reduction in TOR signaling pathway activation in adult *An. dirus* mosquitoes.

**Fig. 5:**
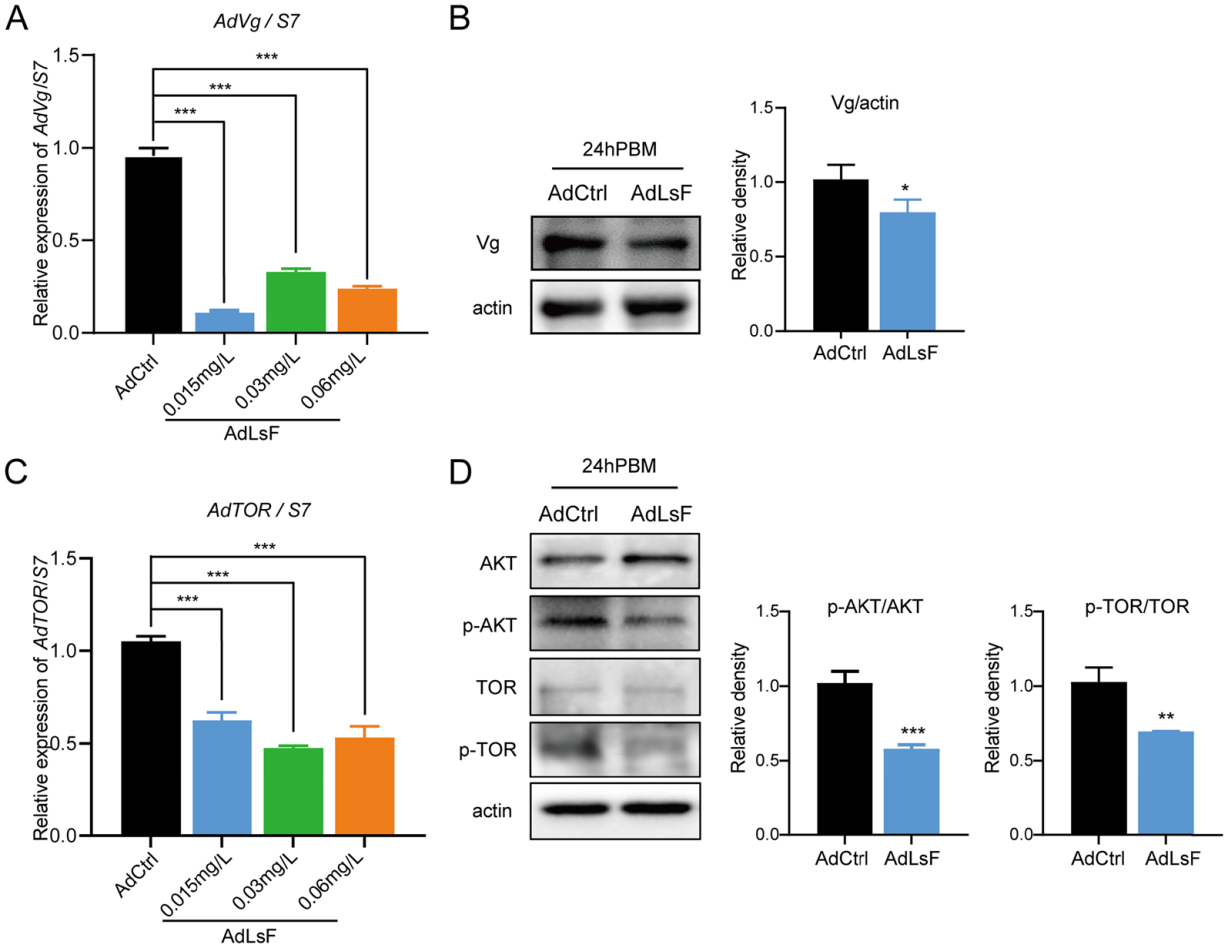
Direct ingestion of *Lysinibacillus sphaericus* affects Ad*Vg* expression and TOR signaling pathway activation in adult *Anopheles dirus*. AdLsF: Adult *An. dirus* mosquitoes subjected to direct feeding of *L. sphaericus*; AdCtrl: normal adult *An. dirus* mosquitoes (unexposed to *L. sphaericus*). **A** mRNA levels of Ad*Vg* in female mosquitoes at 24 h post-blood meal (PBM) following exposure to varying concentrations of *L. sphaericus* (0.015 mg/l, 0.03 mg/l, 0.06 mg/l; *P* < 0.001 for all). **B** Protein levels of Vg in female mosquitoes at 24 h PBM after direct feeding of *L. sphaericus* at 0.015 mg/l (*P* = 0.0421). **C** mRNA levels of Ad*TOR* in female mosquitoes at 24 h PBM following exposure to varying concentrations of *L. sphaericus* (0.015 mg/l, 0.03 mg/l, 0.06 mg/l; *P* < 0.001 for all). **D** Phosphorylation levels of AKT and TOR in female *An. dirus* after direct feeding of *L. sphaericus* (0.015 mg/l) (*P* = 0.0007 and 0.0041, respectively). Asterisks denote statistical significance: ***P < 0.001, **P < 0.01, *P < 0.05

## Discussion

*Lysinibacillus sphaericus* is a widely distributed gram-positive bacterium known for its efficacy as a larvicidal agent against mosquito larvae [32]. The toxicity of *L. sphaericus* is primarily mediated through the production of toxic proteins, such as BinA and BinB [33, 34], which target midgut receptors in mosquito larvae, leading to cell destruction and larval mortality [35, 36]. *Lysinibacillus sphaericus* is a pivotal agent in mosquito control due to its high specificity and toxicity towards insect larvae, particularly mosquitoes, while remaining harmless to other organisms and having a negligible environmental impact [37]. However, the effectiveness of *L. sphaericus* in field applications is influenced by multiple factors, including mosquito species, feeding behaviors, environmental conditions, and formulation properties (e.g. type, toxin concentration, delivery, and sedimentation rate) [37]. These factors highlight the complexity of deploying *L. sphaericus* in mosquito control programs and underscore the importance of optimizing the use of biological insecticides.

Our previous study showed that larval exposure to *L. sphaericus* significantly suppressed the fecundity of surviving *An. dirus* adult female mosquitoes [15], although the underlying mechanism remains unclear. In this study, we found that *L. sphaericus* can persist in adult mosquitoes that survived larval exposure, impeding their oviposition ability. This finding aligns with reports that sublethal doses of *L. sphaericus* can influence the development of *Wuchereria bancrofti* parasites in *Culex* mosquitoes, highlighting the broader ecological implications of *L. sphaericus* exposure [38]. These insights enhance our understanding of the multifaceted effects of *L. sphaericus* on mosquito populations and guide the development of more effective and sustainable strategies for integrated mosquito management.

To further elucidate the mechanisms underlying the inhibitory effects of *L. sphaericus* on the oviposition ability of *An. dirus* mosquitoes, we conducted transcriptome sequencing analysis. Our results revealed differential expression of 458 genes following *L. sphaericus* treatment, with significant associations in pathways related to phototransduction, insect hormone biosynthesis, lysosomal function, fatty acid degradation, and glycosphingolipid biosynthesis. These findings suggest that *L. sphaericus* may disrupt key physiological processes in mosquitoes, ultimately affecting their reproductive fitness.

Female mosquitoes typically initiate host-seeking behavior to obtain blood meals and oviposit approximately 72 h after emergence. Nutritional signals from blood meals trigger the activation of the AKT/TOR signal pathway, which promotes the sequential synthesis of ecdysteroids from cholesterol in both the endoplasmic reticulum and mitochondria of follicle cells [39]. This active hormone induces the expression of vitellogenin (*Vg*) in the fat body, which is then release into the hemolymph, taken up by oocytes, and packaged into yolk granules [40, 41]. The Niemann-Pick C2 protein (NPC2) and Sphingomyelin phosphodiesterase (SMPD) are key lysosomal proteins involved in cholesterol transport and sphingomyelin metabolism, respectively [42, 43]. In this study, we found that *L. sphaericus* significantly inhibited the expression of *NPC2* and *SMPD*, potentially lead to cholesterol accumulation in lysosomes, suppression of ecdysteroid biosynthesis, and reduced *Vg* expression levels. Additionally, our analysis of transcription and protein phosphorylation levels revealed that *L. sphaericus* treatment inhibited the AKT/TOR signaling pathway, further suppressing ecdysteroid synthesis and Vg protein production. These molecular changes ultimately impair the oviposition ability of *An. dirus* mosquitoes.

However, several intriguing questions remain unanswered. For instance, the precise mechanisms by which *L. sphaericus* inhibits the expression of *NPC2* and *SMPD* are still unclear. Overall, our findings demonstrate that *L. sphaericus* treatment can downregulate *Vg* expression through two distinct pathways: inhibition of lysosomal function and suppression of the TOR signaling pathway. These interventions ultimately lead to a significant suppression of oviposition capacity in *An*. *dirus*. Despite these promising results, the use of sublethal doses of *L. sphaericus* is not recommended, as they may contribute to the development of resistance [15]. Future studies should focus on elucidating the detailed molecular mechanisms underlying these effects and exploring strategies to optimize *L. sphaericus* application while minimizing the risk of resistance development.

## Conclusions

This study investigated the potential mechanisms underlying the inhibitory effects of sublethal doses of *Lysinibacillus sphaericus* (*L. sphaericus*) on the reproductive capacity of *An. dirus*. Our results demonstrated that *L. sphaericus* persist in surviving adult *An*. *dirus* mosquitoes following larval exposure to sublethal dose, and direct feeding of *L. sphaericus* to adult females similarly impairs the oviposition ability. Transcriptome analysis revealed that sublethal doses of *L. sphaericus* significantly altered the transcriptional profiles of surviving mosquitoes, potentially disrupting key physiological processes. Specifically, *L. sphaericus* appears to inhibit lysosomal function and lipid metabolism, while significantly suppressing the Akt/TOR signaling pathway downregulating *Vg* expression in adult mosquitoes. Collectively, these findings provide novel insights into the host-pathogen interactions between *L. sphaericus* and mosquitoes and highlight a potential molecular strategy for controlling mosquito population density by modulating oviposition behavior.

## Supplementary Information

Additional file 1: Table S1. Primers used for qPCR.

Additional file 2: Table S2. Summary of quality control metric for transcriptome sequencing and alignment to the reference genome of *Anopheles dirus*.

Additional file 3: Fig. S1. Distribution of gene expression in different samples.

Additional file 4: Fig. S2. Heatmap of differentially expressed genes.

## Data Availability

RNA sequencing data are publicly available from the Gene Expression Omnibus (GEO) (accession code GSE272494).

## Abbreviations

*An. dirus*: *Anopheles dirus*
*L. sphaericus*: *Lysinibacillus sphaericus*
DEGs: Differentially expressed genes
TPM: Transcripts per million reads
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
GSEA: Gene Set Enrichment Analysis
Vg: Vitellogenin
TOR: Target of rapamycin
SMPD: Sphingomyelin phosphodiesterase
NPC2: Niemann–Pick C2 protein
S6K: S6 kinase

# Supplementary material for: Lysinibacillus sphaericus exposure impedes Anopheles dirus’s oviposition via downregulating vitellogenin
**Source:** Parasit Vectors. 2025 Mar 21;18:111. doi: 10.1186/s13071-025-06745-8
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Primers used for qPCR.

Additional file 1: Table S1. Primers used for qPCR.

| Gene name | Forward primer (5’-3’) | Reverse primer (5’-3’) |
| --- | --- | --- |
| **Ad*Vg*** | CACCATCCAGTCGGTGTCT | GTCGTAAGGCGTGATTTCGT |
| **Ad*TOR*** | ACGAGCGCGAACATCCTTAT | CACCACCGCCGGATAGTATT |
| **Ad*SMPD*** | GTCCGACTGCTTCAGCGTGTG | TTGAACTCGTCCTTGTGCGTGTG |
| **Ad*NPC2*** | ATGCGGCTGCTGGCTATTGTG | GGGACCTTCGGAACACTGATGC |
| **Ad*S7*** | CAACAACAAGAAGGCGATCA | GACGTGCTTACCGGAGAACT |

# Supplementary material for: Lysinibacillus sphaericus exposure impedes Anopheles dirus’s oviposition via downregulating vitellogenin
**Source:** Parasit Vectors. 2025 Mar 21;18:111. doi: 10.1186/s13071-025-06745-8
**Supplement:** Supplementary file 2 — Additional file 2: Table S2. Summary of quality control metric for transcriptome sequencing and alignment to the reference genome of Anopheles dirus.

Additional file 2: Table S2. Summary of Quality Control Metric for Transcriptome Sequencing and Alignment to the Reference Genome of *Anopheles dirus*

| Sample | Raw reads | Clean reads | Clean bases | Q20(%) | Q30(%) | GC content(%) | Total mapped | TM/CR |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| AdLs24h_1 | 45595174 | 45279782 | 6749125277 | 98.09 | 94.30 | 51.64 | 37973221 | 83.86% |
| AdLs24h_2 | 49521918 | 49161992 | 7326421085 | 98.04 | 94.19 | 51.83 | 41564005 | 84.54% |
| AdLs24h_3 | 53487796 | 53102598 | 7893387000 | 98.09 | 94.28 | 50.87 | 44192035 | 83.22% |
| AdCtrl24h_1 | 51544390 | 51162576 | 7613087993 | 98.03 | 94.20 | 52.05 | 41782107 | 81.67% |
| AdCtrl24h_2 | 50570818 | 50236512 | 7498255644 | 98.10 | 94.32 | 52.65 | 42975853 | 85.55% |
| AdCtrl24h_3 | 52351714 | 52014850 | 7760599273 | 98.14 | 94.45 | 52.50 | 44909404 | 86.34% |

Note: **AdLs24h**: Adult *An. dirus* exposure to *L. sphaericus* during larval stage, sampled 24 h post-blood meal (PBM); **AdCtrl24h**: Unexposed adult *An. dirus*, sampled 24 h PBM; **Sample:** Designation of each sample analyzed; **Clean reads:** The total count of high-quality reads remaining after quality control procedures; **Clean bases:** The total quantity of high-quality sequence data obtained after quality control, determined by multiplying the number of clean reads by their average length; **Q20 (%) and Q30 (%):** Quality metrics for sequencing data post-quality control. Q20 and Q30 denote the proportion of bases with a quality score exceeding 20 (equivalent to an error rate of 1%) and 30 (equivalent to an error rate of 0.1%), respectively. Typically, a Q20 value above 85% and a Q30 value above 80% are considered acceptable; **GC content (%):** The proportion of guanine (G) and cytosine (C) bases in the high-quality sequence data; **Total mapped:** The number of clean reads successfully aligned or mapped to the reference genome, indicating the alignability of the sequencing data.

# Supplementary material for: Lysinibacillus sphaericus exposure impedes Anopheles dirus’s oviposition via downregulating vitellogenin
**Source:** Parasit Vectors. 2025 Mar 21;18:111. doi: 10.1186/s13071-025-06745-8
**Supplement:** Supplementary file 3 — Additional file 3: Fig. S1. Distribution of gene expression in different samples.

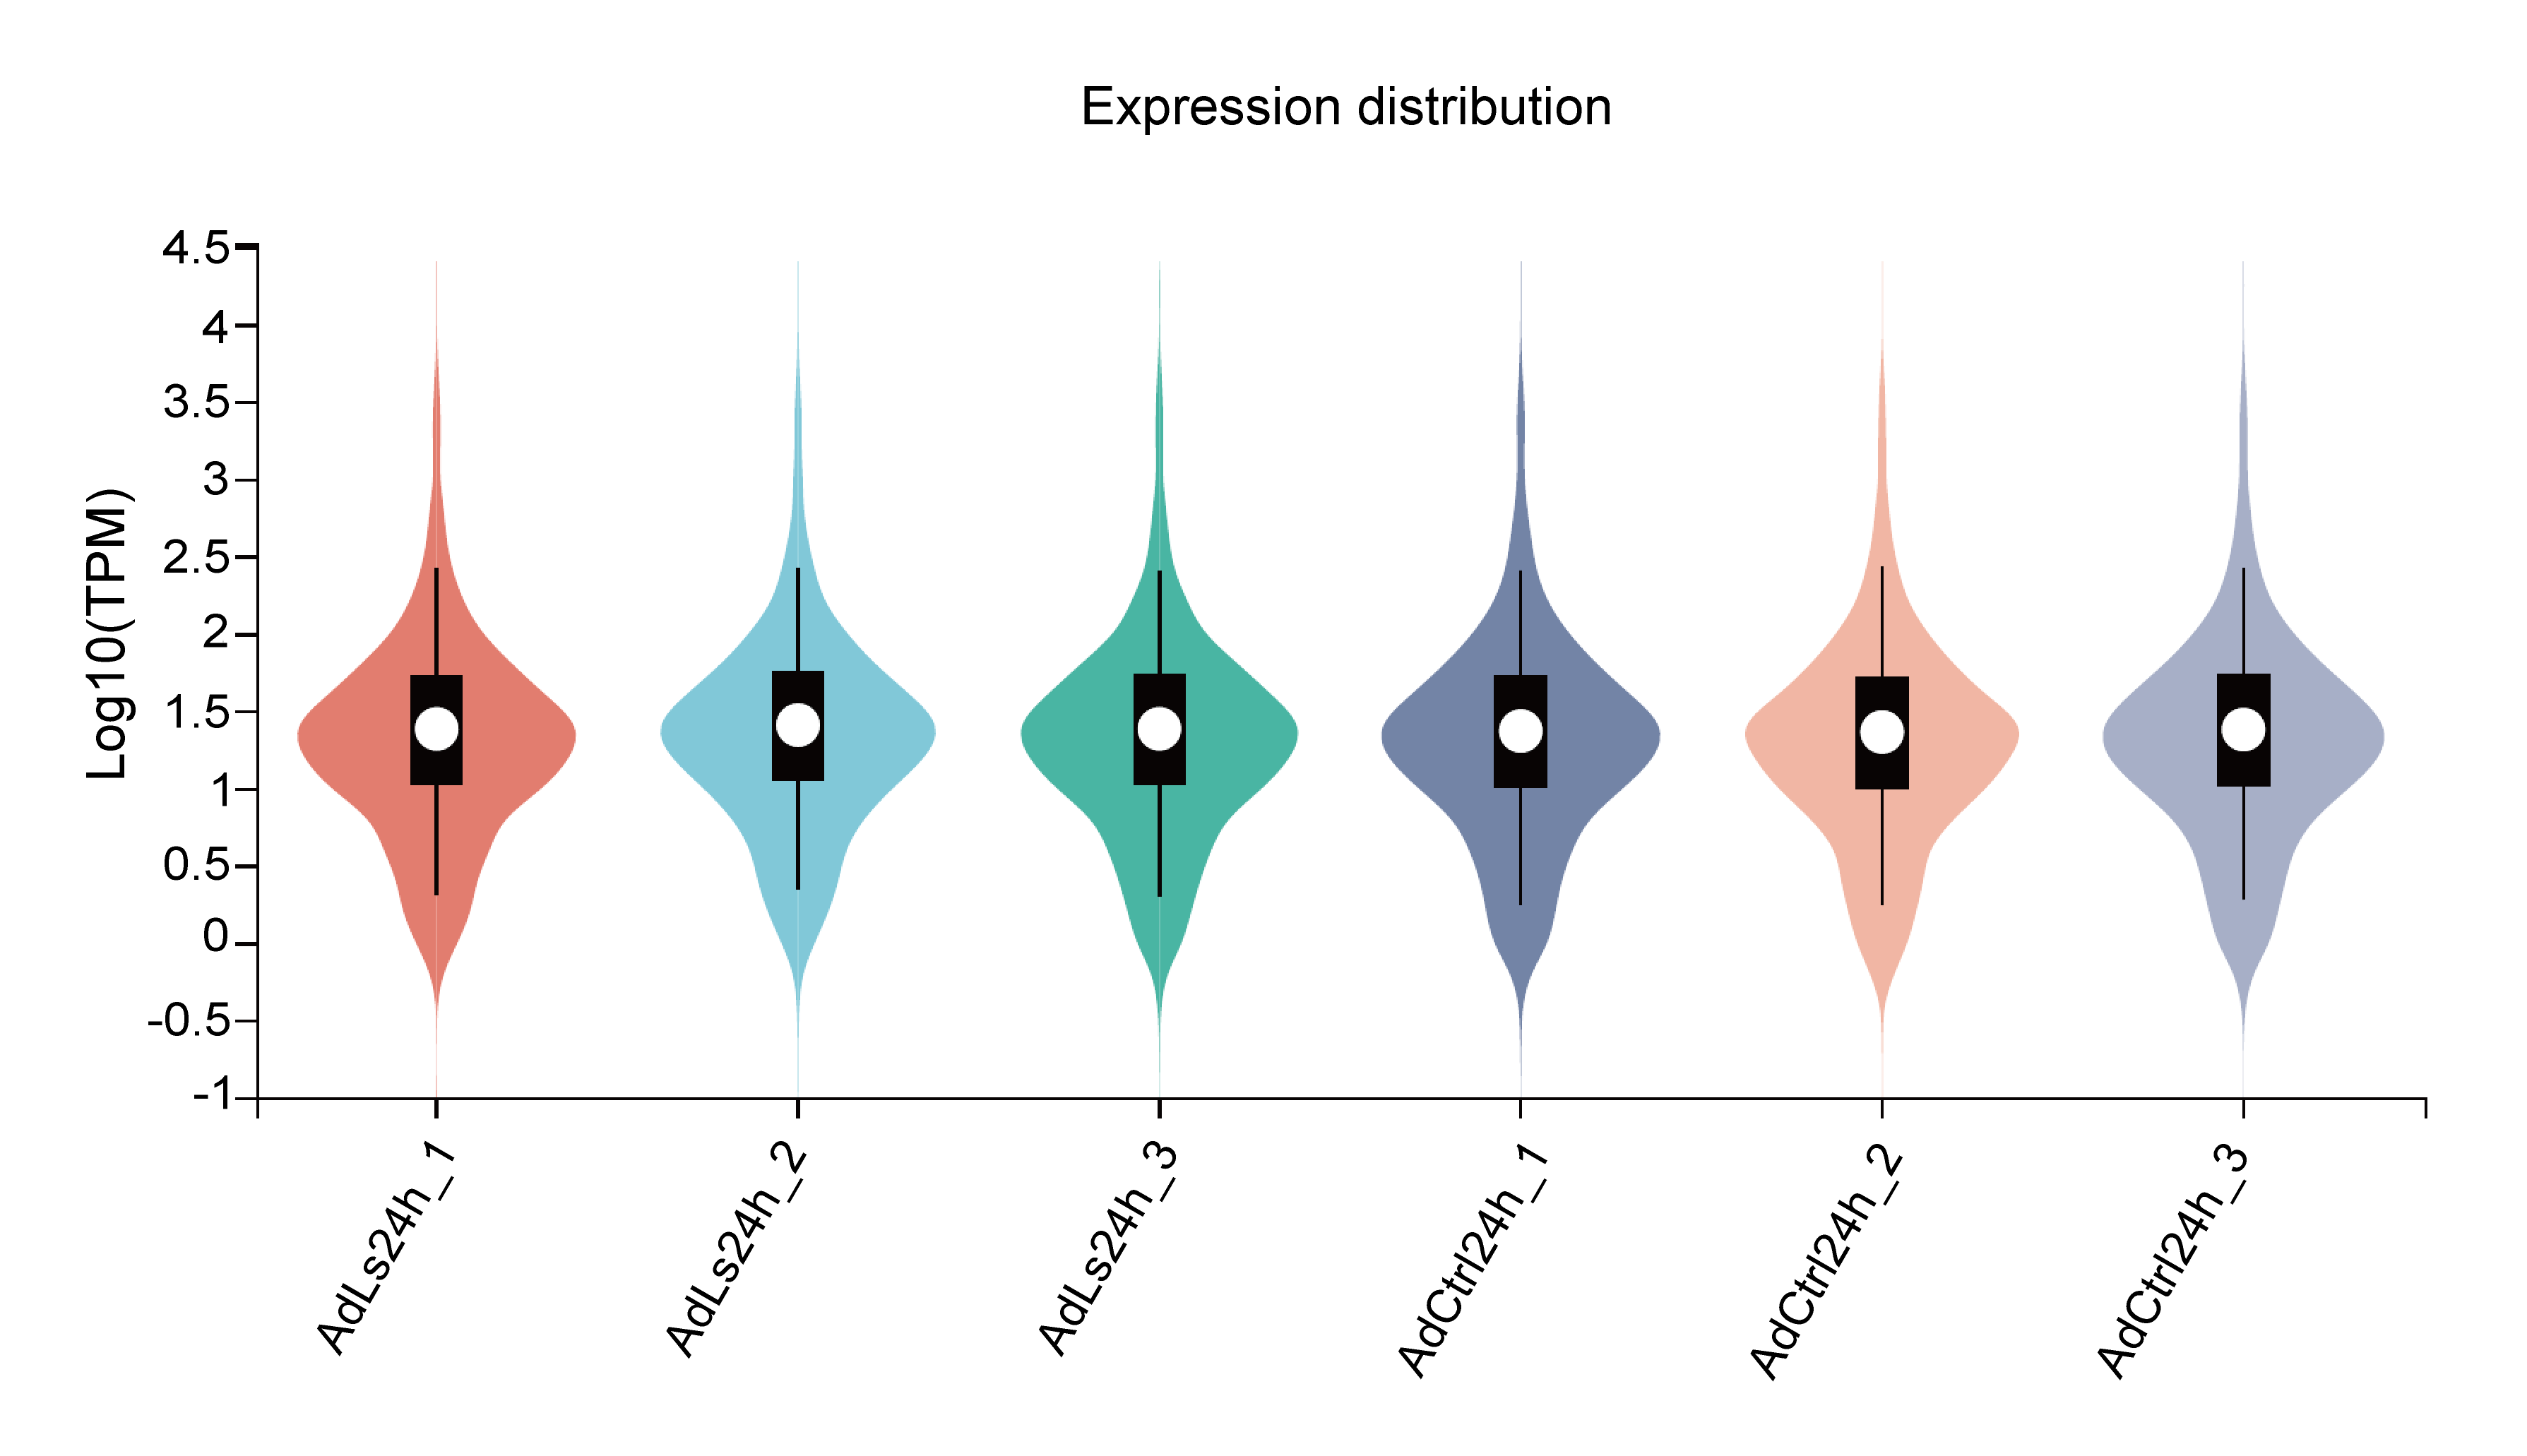

Additional file 3: **Fig. S1.** Distribution of gene expression in different samples. The x-axis represents the sample name, while the y-axis represents the expression quantity after log10 transformation. Each color corresponds to a specific sample, and the enlarged section indicates the region with the highest concentration of gene expression across all samples.

# Supplementary material for: Lysinibacillus sphaericus exposure impedes Anopheles dirus’s oviposition via downregulating vitellogenin
**Source:** Parasit Vectors. 2025 Mar 21;18:111. doi: 10.1186/s13071-025-06745-8
**Supplement:** Supplementary file 4 — Additional file 4: Fig. S2. Heatmap of differentially expressed genes.

**
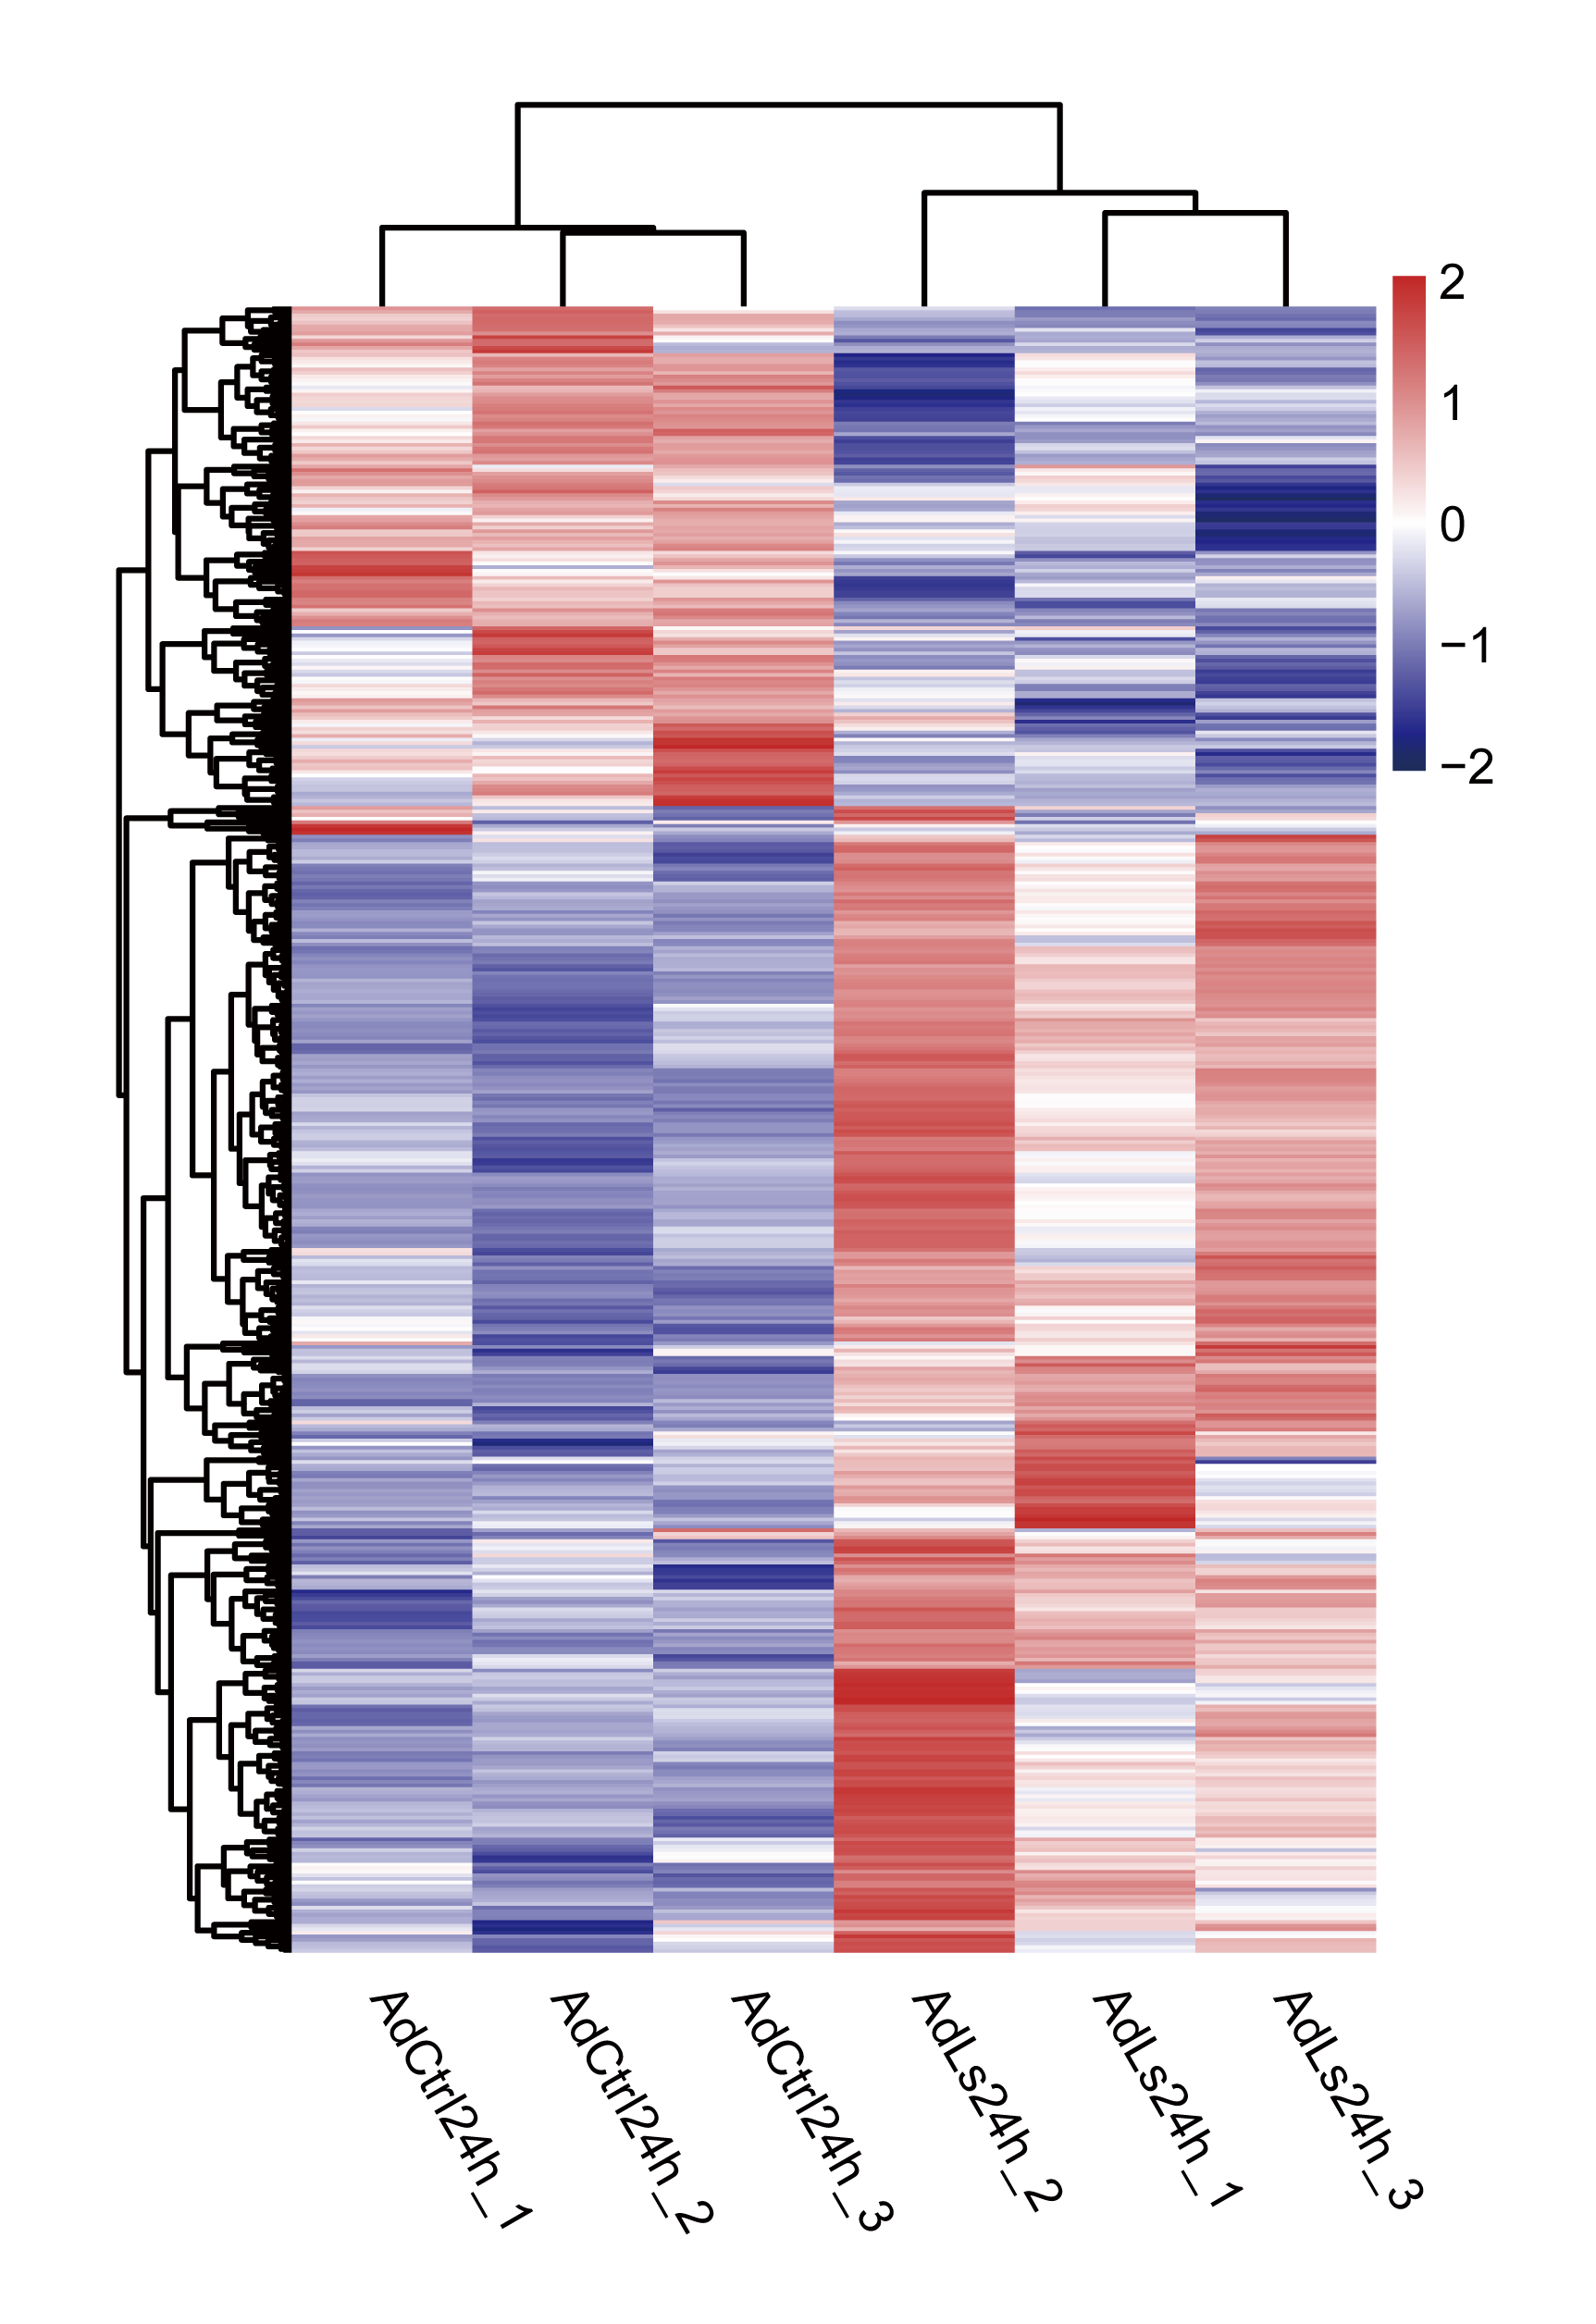
**

Additional file 4: **Fig. S2.** Heatmap of differentially expressed genes in AdLs24h compared to AdCtrl24h, with upregulated genes shown in red and downregulated genes in blue.

How the deposited data were processed for this re-analysis (not part of the article)

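Whole *An. dirus* females were sampled 24 h after a blood meal, in 3 AdLs24h libraries from mosquitoes exposed to *L. sphaericus* as larvae and 3 AdCtrl24h libraries from unexposed mosquitoes. Each library was mapped to its group and replicate by its label, which matches the sample names of the paper apart from the older name of the bacterium. The paper describes the replicates as independent biological replicates.

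The authors trimmed reads with Fastp, aligned them with HISAT2, assembled transcripts with StringTie and quantified them with RSEM, and the methods of the paper give the expression values as TPM. The deposited table holds values with 2 decimals for gene IDs without names and names no unit. Its values were read as TPM from the methods, which the values do not contradict but do not establish. The authors' processing notes, as the submitters gave them, name HISAT2 2.1.0 and DESeq2 1.24.0, whereas the methods of the paper name DEGseq for the comparison of the groups. The genome build is not given in the sources used here. Because TPM is a share of all transcripts in a library, it holds no read counts, and the counting error of each value is unknown. Read as TPM, the listed values hold 49.8% to 52.4% of the total of 1000000 that TPM gives each library. A 0 in the table is a listed value and was not read as proof of absence.

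From these values, rows with the same ID were summed, IDs with a mean under 1 TPM over the 6 libraries were left out, and log2(TPM + 1) was compared between the groups with limma 3.58.1 in R 4.3.3, with a mean-variance trend, robust moderation and Benjamini-Hochberg adjustment over the 6315 IDs tested. No block was used. The design fixed before the data were examined named a test on read counts first and this test for TPM or FPKM values, and the table holds no read counts. Counts are given at an adjusted p under 0.05 and at the thresholds in the results of the paper, an unadjusted p under 0.05 with a log2 fold change of at least 0.585. Principal components were computed on the centred, unscaled log2(TPM + 1) values. Single values per library were compared with exact two-sided permutation tests, whose smallest p is 0.1 for 3 libraries against 3.

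The test was checked in 1 run of simulated data with the means and residual spread of the 6315 IDs and 3 libraries per group. Each ID was drawn independently, so variation that the IDs of a library share was not simulated. Changes were added on the log2 scale with no floor at 0, so decreases of IDs with low values could be larger than TPM allows. The recovery of such IDs may therefore be overstated. The counts that follow hold for such data only, with all changed IDs present together. Of 100 IDs changed by a log2 of 1, limma recovered 71 at an adjusted p under 0.05, and of 100 changed by a log2 of 2 it recovered 90, with 11 unchanged IDs called. With no ID changed it called 0 at an adjusted p under 0.05, while 98 passed the unadjusted thresholds of the paper's results section.

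Named IDs followed a rule fixed before the data were examined: IDs that the paper prints, and IDs past an adjusted p of 0.05 with an average log2 value of at least 1 and no overlap between the groups, ordered by fold change. Since the IDs have no names, at most 2 higher and 2 lower IDs are given. Gene lists for lysosome, fatty acid degradation, glycosphingolipid, phototransduction, neuroactive ligand, terpenoid, insect hormone, TOR and other pathways and for tissue markers were also fixed, and so were the genes measured by qPCR. None of these was run, because gene names and transcript sequences were not used here. The KEGG, GO and GSEA results of the paper were therefore not recomputed.

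Alternatives fixed before the data were examined were a pseudocount of 0.1, no filter on low values, each library left out in turn, a replicate block, other thresholds and, for the principal components, the 500 most variable IDs, unit variance and a pseudocount of 0.5. Alternatives chosen after the data were seen were rows kept apart, median ratio scaling, a pseudocount of 0.1 with no filter, only IDs above 0 in every library, limma without its trend and robust options, and the GC content of the reads as a covariate.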

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

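The settings with rows kept apart, median ratio scaling, a pseudocount of 0.1 with no filter, only IDs above 0 in every library, limma without trend and robust options, and GC content of the reads as a covariate were chosen after the data were seen. From limma, 6 IDs passed an adjusted p of 0.05 (4 higher, 2 lower in AdLs24h). With a pseudocount of 0.1, 3 IDs passed, 3 of them higher and 0 lower. With no filter on low values, more IDs were tested and 0 passed, 0 higher and 0 lower (917 at an unadjusted p under 0.05). With the replicate block, 0 passed, 0 higher and 0 lower (617 at an unadjusted p under 0.05), and 241 passed the thresholds of the results section. Same-numbered libraries of the groups had residual correlations of -0.0779, 0.0883 and -0.0243, which show no strong shared variation. No reference range was computed for them, so a pairing of the libraries by number is not excluded. Without 1 replicate, 0 to 5 IDs passed, 0 to 3 of them higher and 0 to 3 lower (477 to 841 at an unadjusted p under 0.05), with fewer libraries in each fit. Among IDs above 0 in every library 2 passed, 2 higher and 0 lower. Without trend and robust options, 1 passed, 0 higher and 1 lower, and with GC content of the reads as a covariate 1 passed, 1 higher and 0 lower, and it was not among the 6 (0 shared). With a pseudocount of 0.1 and no filter, 4 passed, of which 1 was lower. With rows kept apart 6 passed, 4 higher and 2 lower, and with median ratio scaling 5 passed, 3 higher and 2 lower. The thresholds of the paper's methods, a log2 fold change of at least 1 or an FDR of at most 0.001, gave 217 IDs, all by fold change. At the thresholds of the results section 247 IDs passed (124 higher, 123 lower). This count was 193 to 348 without 1 replicate, 98 to 156 of them higher and 86 to 192 lower, and 468 with a pseudocount of 0.1 and no filter, 248 higher and 220 lower. PC1 held 32.9% of the variance, 32.2% to 40.2% without 1 replicate and 26.0% with a pseudocount of 0.1 and no filter, and the groups lay apart on PC1 in each of these settings. The cause of these changes between settings was not tested. Each of the 6 named IDs had the same direction in every setting in which it was tested. The groups did not overlap for any of these IDs, so most settings, such as leaving out a library, could not have reversed the direction. Only median ratio scaling and the GC covariate could have. ADIR002597, ADIR000303, ADIR011717 and ADIR008682 passed an adjusted p of 0.05 in 5 of 15, 5 of 15, 2 of 14 and 4 of 14 other settings, and in none that left out a library. Alternatives that need read counts (DESeq2, limma-voom, other count normalizations and count filters, a pooled binomial test) or gene sequences (a GC correction per gene, alone or with the block), and the tests of gene lists, all named before the data were examined, were not run. The depth behind single TPM values is unknown, which limits the precision of all IDs, those near 1 TPM among them, by an unknown amount.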

Differences from the paper's values

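At its thresholds of an unadjusted p under 0.05 and a log2 fold change of at least 0.585, the paper's count is 458 differentially expressed genes, against 247 gene IDs here. The thresholds are the same but the tests are not. The paper's methods name DEGseq and the authors' processing notes name DESeq2, and neither was run here for want of read counts. The 247 come from limma on log2(TPM + 1), which understates folds of IDs with low values. They also come only from IDs with a mean of at least 1 TPM, and the paper states no such filter. How much of the gap the choice of test accounts for was not tested. The pseudocount and the filter were varied, and the counts are given below, without a check of which of the paper's genes they hold. Of the alternatives set before the data were examined, leaving out AdCtrl24h replicate 1 (310 IDs) or AdLs24h replicate 1 (348 IDs) brought the count within 1.5 times the paper's. The pseudocount of 0.1 (280), no filter (299), the replicate block (241) and leaving out AdCtrl24h replicate 2 (193), AdCtrl24h replicate 3 (208), AdLs24h replicate 2 (272) or AdLs24h replicate 3 (204) did not. The paper's count of upregulated genes is 318, against 124 here, and none of these alternatives came within 1.5 times of it, at 98 to 156. A pseudocount of 0.1 together with no filter on low values gave 468 IDs, 248 higher and 220 lower, and this setting was chosen after the values were seen; how many of the paper's own called genes it drops was not analysed here. The paper reports more genes up than down at these thresholds, whereas 124 IDs were higher and 123 lower here. The paper's text gives the enrichment score of the lysosome pathway as positive and Fig. 3E prints it as negative; the IDs printed in that figure, ADIR003464 and ADIR011452, had log2 fold changes of -0.94 and -0.57 in AdLs24h.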

Other observations

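The tests of GC content, of other splits of the libraries and of IDs listed at 0 in 1 group were chosen after those results were seen, and the tests of distances between libraries and of transcript rows were written before their values were computed, the first after the PC1 scores had been seen.

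The AdLs24h libraries differed more from each other than the AdCtrl24h libraries did. If 1 AdLs24h library stood apart, the remaining pair would lie as close together as control libraries. The smallest root mean square log2 difference between AdLs24h libraries was 0.58, above the largest between AdCtrl24h libraries, 0.55. Even the closest AdLs24h pair thus lay farther apart than any control pair, which was not the predicted outcome. The margin was small and no reference range was computed, so 1 library standing apart is not excluded. AdLs24h replicate 3 did lie farthest from the controls, at 0.63, 0.71 and 0.68 against 0.56 to 0.61 for AdLs24h replicates 1 and 2, and it had the highest PC1 score and the lowest GC content of the reads, so a part of its own stays open. Whether larval exposure makes pools of survivors more variable stays open, since no test of spread over 3 libraries per group was run.

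PC1 scores and the GC content of the reads in Table S2, which is the paper's measurement, had a Pearson's r of -0.971 across the 6 libraries (exact permutation p = 0.00417, adjusted p = 0.0167 over 4 measures) and a Spearman's rho of -0.943 (exact permutation p = 0.0167, adjusted p = 0.0667 over 4 measures), and without AdLs24h replicate 3 and AdCtrl24h replicate 2 r was -0.864. As deviations from the group means they had an r of -0.912 (exact permutation p = 0.0833 over the 36 orders within groups, adjusted p = 0.278 over 4 measures). With only 36 orders, the adjusted p could not fall under 0.05 beside the p of the other measures. The relation within groups was therefore neither established nor excluded. With GC content as a covariate in limma, 243 IDs passed the thresholds of the results section, of which 69 were among the 247 that passed without it. ADIR002597 and ADIR000303 had log2 fold changes of 0.82 (standard error 0.11) and 0.66 (standard error 0.086) in that fit, against 0.79 (standard error 0.062) and 0.78 (standard error 0.060) without the covariate, while ADIR011717 had -2.91 (standard error 0.40) against -2.52 (standard error 0.24), and their calls ended (adjusted p = 0.507 for each from limma, 0.0261 to 0.507 over all alternative settings for the first pair and 0.0461 to 0.507 for ADIR011717) with larger standard errors and fewer residual degrees of freedom. A technical GC difference between libraries or a change in abundant transcripts after exposure may underlie the relation, and for PC1 exposure and GC content cannot be told apart, since GC content separates the groups and the GC content of genes was not used here.

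The percentage of mapped reads, the number of mapped reads and the listed TPM had a Pearson's r with PC1 of -0.465, -0.0652 and -0.251 (exact permutation p = 0.364, 0.903 and 0.618, adjusted p = 0.728, 0.903 and 0.824) and a Spearman's rho of -0.543, -0.257 and -0.429 (exact permutation p = 0.297, 0.658 and 0.419, adjusted p = 0.559, 0.658 and 0.559). Without the 2 libraries farthest from the median of each measure, r was -0.904 for the percentage of mapped reads, 0.423 for the number of mapped reads and -0.817 for the listed TPM, so over 4 libraries GC content was not the only measure with a large r. As deviations from the group means, r was -0.547, 0.636 and 0.184 (exact permutation p = 0.139, 0.389 and 0.861).

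Of the IDs, 2 were listed at 0 in all AdLs24h libraries and at 1 TPM or more in all AdCtrl24h libraries, and 5 the other way round. A candidate explanation is that the quantification places such zeros without regard to exposure. Of the 10 ways to split the libraries into 3 and 3, the real one held 7 such IDs and the others 3 to 8, which is consistent with that explanation. ADIR008682, listed at 0 in all AdLs24h libraries, is 1 of these 7 IDs. An effect of exposure on single IDs among them stays open.

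Among the 10 splits of the libraries, the grouping by exposure gave 6 IDs at an adjusted p under 0.05 from limma and the highest other split gave 1, so that 1 of the 10 splits reached the real value. At the thresholds of the results section, the grouping by exposure gave 247 IDs and the highest other split 162, with 1 of the 10 splits reaching the real value. With 10 splits the share cannot fall under 0.1, so chance cannot be tested at 0.05 in this way.

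For IDs with several rows, the hypothesis that the quantification moves reads between transcripts of a gene was tested on 115 pairs of rows with a mean of at least 1 TPM each. The median correlation of their deviations from the group means was -0.103, within the -0.221 to 0.204 of 1000 random pairings. The hypothesis predicted a value below the lowest random one, which was not found. A weak trade could pass unseen at so strict a limit, so it is not excluded. The hypothesis that larval exposure changes which row of an ID dominates was tested with limma on the log2 ratio of the main row to the other rows for 110 IDs. At an adjusted p under 0.05, 0 IDs passed, with 6 at an unadjusted p under 0.05. For 58 of the 110 IDs the 95% interval of the change reached a log2 of 1 in either direction, so a change of that size is not excluded for them.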
